# MicroRNA Expression Profiling in Age-Dependent Renal Impairment

**DOI:** 10.3389/fmed.2022.849075

**Published:** 2022-05-13

**Authors:** Katsunori Yanai, Shohei Kaneko, Hiroki Ishii, Akinori Aomatsu, Keiji Hirai, Susumu Ookawara, Yoshiyuki Morishita

**Keywords:** MicroRNA, age-dependent renal impairment, unilateral ureteral obstruction, adriamycin, SAMP1, messenger RNA, kidney

## Abstract

**Background:**

Age-dependent renal impairment contributes to renal dysfunction in both the general population and young and middle-aged patients with renal diseases. Pathological changes in age-dependent renal impairment include glomerulosclerosis and tubulointerstitial fibrosis. The molecules involved in age-dependent renal impairment are not fully elucidated. MicroRNA (miRNA) species were reported to modulate various renal diseases, but the miRNA species involved in age-dependent renal impairment are unclear. Here, we investigated miRNAs in age-dependent renal impairment, and we evaluated their potential as biomarkers and therapeutic targets.

**Methods:**

We conducted an initial microarray profiling analysis to screen miRNAs whose expression levels changed in kidneys of senescence-accelerated resistant (SAMR1)-10-week-old (wk) mice and SAMR1-50wk mice and senescence-accelerated prone (SAMP1)-10wk mice and SAMP1-50wk mice. We then evaluated the expressions of differentially expressed miRNAs in serum from 13 older patients (>65 years old) with age-dependent renal impairment (estimated glomerular filtration ratio <60 mL/min/1.73 m^2^) by a quantitative real-time polymerase chain reaction (qRT-PCR) and compared the expressions with those of age-matched subjects with normal renal function. We also administered miRNA mimics or inhibitors (5 nmol) with a non-viral vector (polyethylenimine nanoparticles: PEI-NPs) to SAMP1-20wk mice to investigate the therapeutic effects.

**Results:**

The qRT-PCR revealed a specific miRNA (miRNA-503-5p) whose level was significantly changed in SAMP1-50wk mouse kidneys in comparison to the controls. The expression level of miRNA-503-5p was upregulated in the serum of the 13 patients with age-dependent renal impairment compared to the age-matched subjects with normal renal function. The administration of a miRNA-503-5p-inhibitor with PEI-NPs decreased the miRNA-503-5p expression levels, resulting in the inhibition of renal fibrosis in mice via an inhibition of a pro-fibrotic signaling pathway and a suppression of glomerulosclerosis in mice by inhibiting intrinsic signaling pathways.

**Conclusion:**

The serum levels of miRNA-503-5p were decreased in patients with age-dependent renal impairment. However, inhibition of miRNA-503-5p had no effect on age-dependent renal impairment, although inhibition of miRNA-503-5p had therapeutic effects on renal fibrosis and glomerulosclerosis in an *in vivo* animal model. These results indicate that miRNA-503-5p might be related to age-dependent renal impairment.

## Introduction

Age-dependent renal impairment is one of the most common diseases of end-stage renal disease (1). Although the pathogenesis of age-dependent renal impairment is not completely cleared, a lot of genetic and environmental factors such as genetic susceptibility, smoking, salt intake, exposure of lead, thrombophilia, metabolic syndrome, and low birth weight have been reported to be associated with the progression of age-dependent renal impairment (2). It was also reported aging-related arterial intimal fibrosis causes ischemia in the aging kidneys, which first causes glomerulosclerosis, resulting in contributing to the development of age-dependent renal impairment (3). The tubulointerstitial changes could also be derived from the age-associated arteriosclerosis and consequent hypoxia/ischemia in both the medulla and cortex of the kidney, which leads to the development of age-dependent renal impairment (3). The exact molecular mechanisms underlying age-dependent renal impairment have not been established.

MicroRNA (miRNA) is a non-coding, single-stranded RNA molecules that are 20–25 nucleotides in length. They have the function of regulating gene expression at a post-transcriptional level via nucleotide base pairing between the complementary sequence of miRNA and the 3'-untranslated regions (3' UTRs) of messenger RNA (mRNA) (4). MiRNAs are reported to play pivotal parts in progression of inflammation, cancer, and many other pathological and physiological conditions (5). The relation between miRNA and age-dependent renal impairment is not yet understood.

We have observed no published reports about the relationship between miRNA and age-dependent renal impairment. The possibility of applying miRNA as a biomarker and therapeutic target for age-dependent renal impairment has apparently not been investigated. Therefore, we conducted screening using animal models to identify miRNAs that may be involved in age-dependent renal impairment. Then, we evaluated the miRNAs selected in the screening for use as biomarkers in older patients with age-dependent renal impairment. Also, we evaluated the therapeutic effect of a miRNA inhibitor on the inhibition of age-dependent renal impairment in an animal model *in vivo*. Since normal strains of mice rarely exhibit significant age-dependent renal impairment, we used senescence-associated mouse prone (SAMP1) mice, which have been confirmed to undergo age-dependent renal impairment; we used senescence-associated mouse resistant (SAMR1) mice, which undergo normal aging, as a control.

## Methods and Materials

### Ethical Considerations

This research was advanced in accord with the Declaration of Helsinki and admitted by Jichi Medical University Ethics Committee. The experimental protocol was admitted by Jichi Medical University Animal Ethics Committee and was conducted according to Jichi Medical University Experimental Animal Committee's guide on the use and care of laboratory animals. All patients provided informed consent.

### Mouse Model of Age-Dependent Renal Impairment

We purchased male SAMP1 10-week-old age (wk) mice and male SAMR1 10-wk-old mice that weigh 25–30 g from CLEA Japan (Tokyo). We housed them under antibody-free micro-isolator antiviral conditions and fed normal chow until the age of 50 weeks.

### Mouse Model of Renal Fibrosis

We purchased 8-week-old C57BL/6 male mice that weigh 20–25 g from CLEA Japan. We housed them under antibody-free micro-isolator antiviral condition. To cause renal fibrosis, unilateral ureteral obstruction (UUO) was created as a following report (6). We obstructed the ureter completely by double ligating with 4-0 silk sutures.

### Mouse Model of Glomerulosclerosis

We purchased 8-week-old BALB/c male mice that weigh 20–25 g from CLEA Japan and housed them under antibody-free micro-isolator antiviral conditions. For the induction of glomerulosclerosis, 10 mg/kg adriamycin was intravenously injected as described (7).

### miRNA-503-5p

miRNA-503-5p and control-miRNA were purchased from GeneDesign (Osaka, Japan). The sequences are as follows: miRNA-503-5p were 5′-UAGCAGCGGGAACAGUUCUGCAG-3′ (sense) and 5′-GGGGUAUUGUUUCCGCUGCCA-3′ (antisense), and the sequences of the control-miRNA were as follows: 5′-UUCUCCGAACGUGUCACGUTT-3′ (sense) and 5′-ACGUGACACGUUCGGAGAATT-3′ (antisense).

### Preparation of miRNA-503-5p-Inhibitor-PEI-NPs and Control-miRNA-PEI-NPs

We purchased linear polyethylenimine nanoparticles (PEI-NPs) (*in vivo*-jet PEI®) from Polyplus-Transfection SA (Strasbourg, France) and mixed them with 5% glucose solution at a concentration of 50 μM. Then, we incubated them for 15 min at 15°-25°C. We intravenously injected a total of 200 μL of miRNA-PEI-NPs (miRNA: 5 nmol, the ratio of nitrogen [N] in polymer to phosphate [P] in nucleic acid = 6) into each mouse from the tail vein. We created control-miRNA-PEI-NPs in the same way.

### Delivery of miRNA-PEI-NPs to the Kidneys of SAMP1 Mice

miRNA-503-5p-inhibitor-PEI-NPs were administered intravenously to each mouse nine times once a week compared with SAMP1-20wk (SAMP1-20wk+miRNA-503-5p-inhibitor-PEI-NP). The following two groups acted as controls: SAMP1-20wk mice with no injection (SAMP1-20wk + no injection), SAMP1-20wk mice with control-miRNA-PEI-NPs (SAMP1-20wk + control-miRNA-PEI-NP). We euthanized the mice 10 weeks later at 30 wk. The kidneys were then removed and washed in phosphate-buffered saline (PBS) by reflux flow.

### Delivery of miRNA-PEI-NPs to the Kidney in UUO Mice

miRNA-503-5p-inhibitor-PEI-NPs was administered intravenously into each mouse three times, on days −1, 1, and 3 compared to UUO operation (UUO+miRNA-503-5p-inhibitor-PEI-NP). The following three groups acted as controls: sham-surgery mice (sham-surgery), UUO mice with non-injection (UUO + non-injection), and UUO mice injected with control-miRNA-PEI-NPs (UUO + control-miRNA-PEI-NP). We sacrificed the mice 8 days after UUO, and we removed the kidneys and washed them with PBS by reflux flow.

### Delivery of miRNA-PEI-NPs to the Kidney in Adriamycin-Induced Glomerulosclerosis Mice

First, we administered intravenously miRNA-503-5p-inhibitor-PEI-NPs into each mouse five times, on days −1, 1, 4, 7, and 10 in relation to adriamycin injection (adriamycin+miRNA-503-5p-inhibitor-PEI-NP). The following three groups acted as controls: mock mice (mock), adriamycin mice with non-injection (adriamycin + non-injection), and adriamycin mice administered with control-miRNA-PEI-NPs (adriamycin + control-miRNA-PEI-NP). We sacrificed the mice 14 days after the adriamycin injection, and we removed their kidneys and washed them with PBS by reflux flow.

### Microarray Analysis

We asked Hokkaido System Science (Hokkaido, Japan) to perform miRNA expression analysis with miRNA Complete Labeling Reagent and Hyb Kit (Agilent Technologies, Santa Clara, CA) in line with the manufacturer's protocols. First, 100 ng of total RNAs were dephosphorylated at 37°C for 30 min and denatured with 100% dimethyl sulfoxide at 100°C for 7 min. The specimens were then chilled on ice for 2 min. The specimens were next labeled with cytidine-5'-phosphate-3'-(6-aminohexyl) phosphate, and Cy3 (pCp-Cy3) with T4 ligase through incubation at 16°C for 2 h. After that, the specimens were hybridized on an 8 × 60K SurePrint G3 mouse miRNA array (Agilent Technologies). The arrays were gently washed with Gene Expression Wash Buffer (Agilent Technologies) in line with the manufacturer's protocols and analyzed at a resolution of 3 μm with an Agilent Technologies Microarray Scanner. Data were obtained by Agilent Feature Extraction software, ver. 12.0.3.1.

### The Process of miRNA Microarray Data and Statistical Analysis

The Agilent data were taken into GeneSpring GX (Agilent Technologies), normalized to the 90th percentile per chip, and baseline correction was performed based on the data of the SAMR1-10wk mice (**Tables 1A–C** and Figures 1A–C). A two-way analysis of variance (ANOVA) was used to investigate statistical differences among the groups. Tukey's test was used for the *post-hoc* analysis. Differences with a probability (p)-value < 0.05 were thought to be statistically significant (8). A cluster and heat map of miRNAs that meet the conditions are shown for all the microarray analysis carried out.

**Figure 1:**
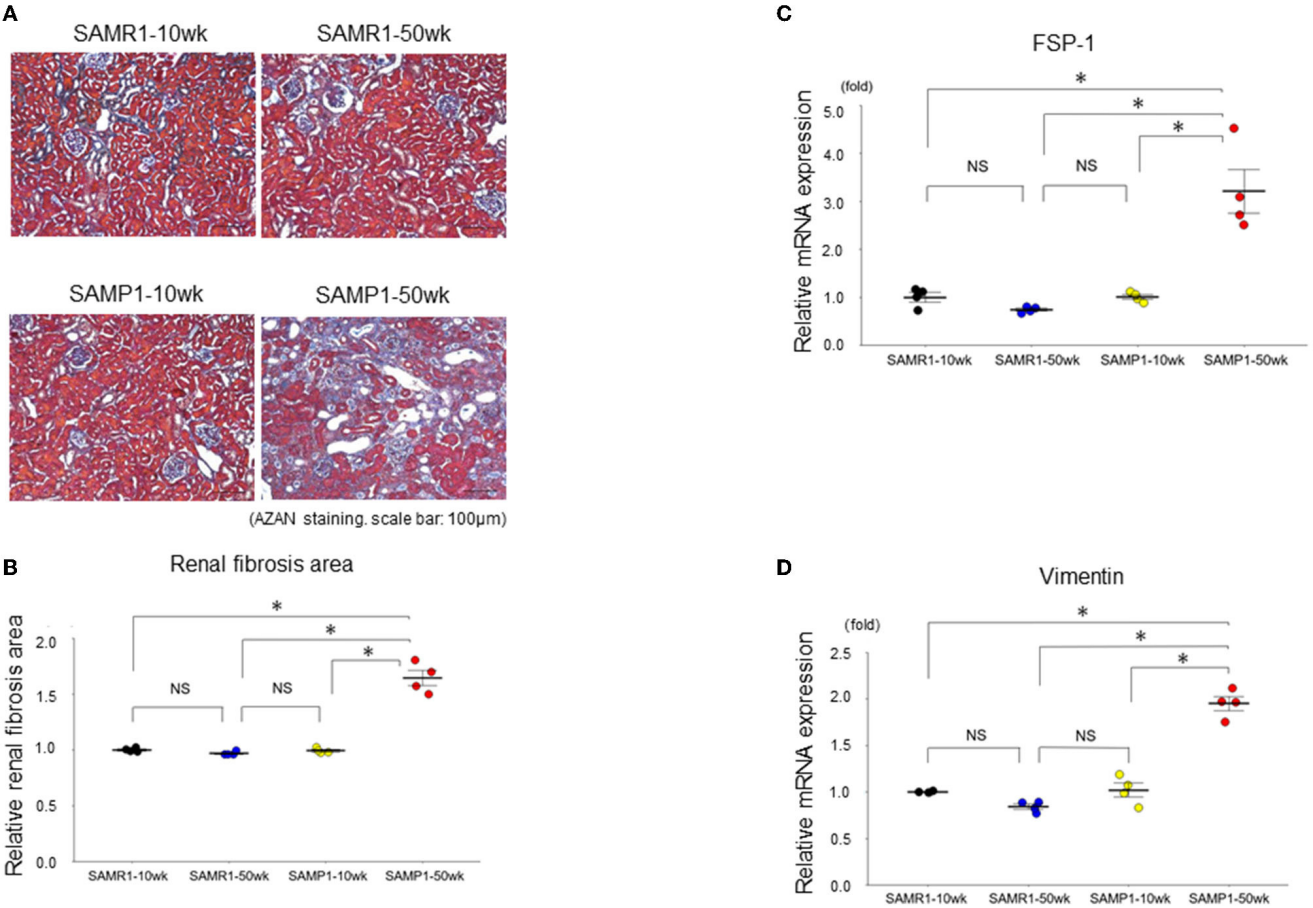
Changes of interstitial nephropathy in SAMR1-10wk mice, SAMR1-50wk mice, SAMP1-10wk mice, and SAMP1-50wk mice. **(A)** Azan staining paraffin sections. Magnification: ×200. Scale bar: 100 μm. Marked renal fibrosis was observed in SAMP1-50wk mice. **(B)** Changes in renal fibrosis area with SAMR1-10wk mice, SAMP1-10wk mice, SAMR1-50wk mice, and SAMP1-50wk mice. **(C)** qRT-PCR analysis of FSP-1 expression in each group (*n* = 4). **(D)** qRT-PCR analysis of vimentin expression in each group (*n* = 4). Values represent mean ± SE (error bars). *p< 0.05, ANOVA, Tukey's test. FSP-1, fibroblast specific-protein-1.

### Quantitative Real-Time Reverse-Transcription Polymerase Chain Reaction

The quantitative real-time reverse-transcription polymerase chain reaction (qRT-PCR) have been explained in detail (9). Briefly, we homogenized kidney specimens with a silica homogenizer and a filter column shredder (QIAshredder column; Qiagen, Valencia, CA). We extracted mRNA from each kidney with an RNeasy Mini Kit (RNeasy®, Qiagen). Then, we reverse transcribed 1 μg of each extracted RNA with the Life Technologies Super-Script® III First-Strand Synthesis System (Thermo Fisher Scientific). We carried out the real-time qRT-PCR with Life Technologies SYBR® GreenER™ qPCR SuperMix (Thermo Fisher Scientific). We purchased primers for mouse β-actin, fibroblast-specific protein-1 (FSP-1), collagen 1A2, alpha-smooth muscle actin (α-SMA), small mothers against decapentaplegic (Smad) 2, Smad3, Smad7, podocin, desmin, B-cell lymphoma-2 (BCL-2), Bax, caspase 2, and caspase 3 from Takara Bio (Otsu, Shiga, Japan).

The primers used were as follows: collagen 1A2, α-SMA, FSP-1, vimentin, TGF-β_1_, Smad2, Smad3, Smad7, β-actin, podocin, desmin, BCL-2, Bax, caspase 2, and caspase 3. We normalized the expression level of each mRNA in relation to that of β-actin. To evaluate the expression level of miRNA, we extracted homogenized kidney solutions with a miRNeasy Mini Kit (Qiagen), and reverse transcribed 1 μg of each extracted RNA with the miScript® II RT Kit (Qiagen). We performed the real-time qRT-PCR with a miScript SYBR Green PCR Kit (Qiagen). We purchased the primers for miRNA-503-5p and U6 small nuclear RNA-2 (RNU6-2) from Qiagen. We normalized the expression level of each miRNA compared to that of RNU6-2. The resulting data are represented in relation to the sham-surgery group or mock group.

For the evaluation of the levels of miRNA expression in human serum, total RNAs from 300 mL of serum was extracted with a NucleoSpin miRNA Plasma column (Takara Bio). We reverse transcribed the isolated RNA with the miScript II RT Kit (Qiagen). We carried out the qRT-PCR with a miScript SYBR Green PCR Kit (Qiagen), and purchased the primers for miRNA-16, miRNA-142a-3p, miRNA-142a-5p, miRNA-144-3p, miRNA-155-5p, miRNA-181d-5p, miRNA-205-5p, miRNA-342-3p, miRNA-451a, miRNA-503-5p, miRNA-802-5p, miRNA-1231-5p, let-7d-3p, and miRNA-423-5p from Qiagen. We normalized miRNA expression for miRNA-16 as an endogenous control following the report in the past (10). The results are expressed as relative quantities in relation to those of an older patient (>65 years old) with normal renal function.

The expression level of miRNA-16 in healthy subjects showed high variation; we therefore used miRNA-423-5p as the endogenous control (11) when comparing the expressions of miRNA-142a-3p, miRNA-142a-5p, miRNA-144-3p, miRNA-155-5p, miRNA-503-5p, and miRNA-1231-5p between the older patients with age-dependent renal impairment and the healthy subjects. The data are expressed as relative quantities compared to the averages of the healthy subjects.

### Histological Analysis

After reflux flow with PBS, we removed the kidney and fixed them with 4% paraformaldehyde. Then, we embedded them in paraffin, sectioned, and subjected to azan staining for evaluation of fibrous changes and subjected to periodic acid-Schiff (PAS) staining for the determination of the glomerulosclerosis index. We evaluated quantitatively the degree of fibrosis by examining ten fields per section positively stained with azan at a magnification of 200-fold. We chosed randomly fields for analysis, and quantified the azan-stained areas with the image analysis software provided with the fluorescence microscope (BZ-X710, Keyence, Osaka, Japan). We evaluated quantitatively the degree of sclerosis was by examining 50 glomeruli positively stained for PAS at 200-fold magnification (12). We examined the glomerulosclerosis index as 1 point = no change in glomerulus, 2 points = proliferation of mesangial cells, 3 points = segmental sclerosis, and 4 points = total glomerulosclerosis (12).

### Serum Sample

We studied 13 older patients (>65 years old, 12 males and 1 female aged 69.4 ± 4.07 yrs) with age-dependent renal impairment by performing a qRT-PCR and comparing the patient's results with those of age-matched subjects with normal renal function (*n* = 13) examined at Jichi Saitama Medical Center, Japan between 2018 and 2021. We purchased the control subjects' serum from Cosmo Bio Company (Tokyo) and had the blood analysis for this group conducted at a clinical chemistry laboratory (SRL, Tokyo). The controls were 13 males, aged 69.6 ± 4.48 years old.

The subjects' characteristics are summarized in **Table 2A**. Age-dependent renal impairment was diagnosed based on blood and urine tests (estimated glomerular filtration ratio [eGFR] <60 mL/min/1.73 m^2^), and the results of both the urinary protein and occult blood test were negative (13). The eGFR of all the subjects was obtained by a standard equation (14). The case of one kidney was excluded, and patients with other coexisting renal disease were excluded. All patients provided informed consent.

### Statistical Analysis

We used a propensity score matching analysis to select control patients with similar baseline characteristics. Age and sex were used in the propensity model as independent variables. We performed one-to-one pair matching by identifying the control patient with a caliper width of 0.25 standard deviation and the closest log-transformed propensity score. Data are expressed as the mean ± SE (standard error). The means of the data of the healthy subjects and those of the patients with age-dependent renal impairment were compared using Student's *t*-test. We used an analysis of variance (ANOVA) for multiple comparison analysis testing among groups. If we detected statistical significance by the ANOVA, we carried out Tukey's test to compare the means of two groups as a *post-hoc* analysis. We analyzed the relation between continuous variables with Pearson's correlation test or a linear regression analysis. We used JMP software (ver. 13; SAS, Cary, NC) for all statistical analyses. Differences with a *p* < 0.05 were thought to be significant.

## Results

### Renal Fibrosis and Glomerulosclerosis in the SAMP1-50wk Mice

Histologically, SAMP1-50wk mice demonstrated typical features of fibrosis and glomerulosclerosis compared to the SAMR1-10wk mice, SAMR1-50wk mice, SAMP1-10wk mice (Figures 1, 2). The qRT-PCR analysis confirmed further increases in the renal fibrosis markers FSP-1 and vimentin in the SAMP1-50wk mice (Figures 1C,D), and that the expression of the glomerulosclerosis marker podocin was decreased in the SAMP1-50wk mice (Figure 2C).

**Figure 2:**
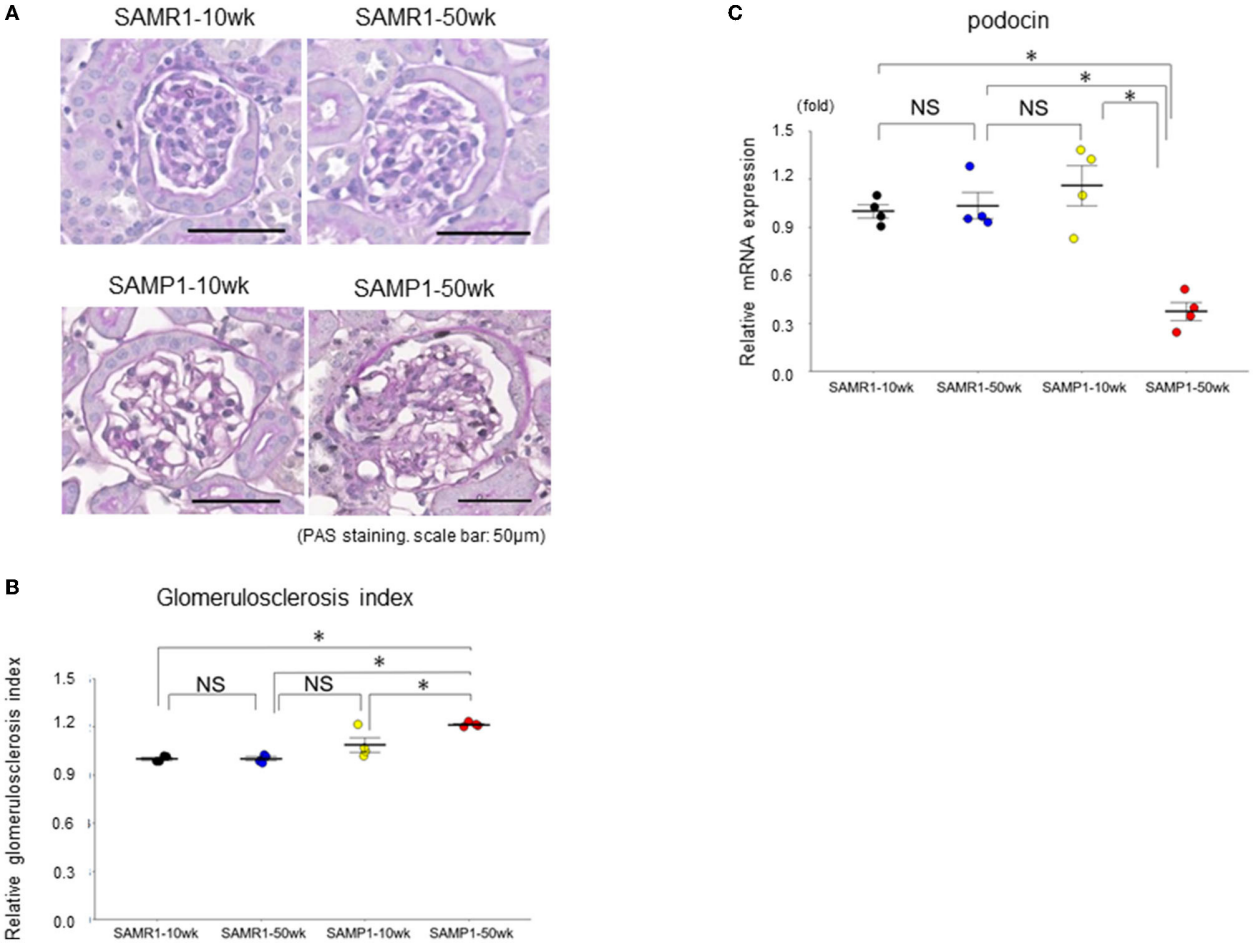
Changes of glomerulosclerosis in SAMR1-10wk mice, SAMR1-50wk mice, SAMP1-10wk mice, and SAMP1-50wk mice. **(A)** Periodic acid-Schiff-stained paraffin sections. Magnification: ×200. Scale bar: 50 μm. Marked glomerulosclerosis was observed in the SAMP1-50wk mice. **(B)** Changes in the glomerulosclerosis index of the four groups of mice. **(C)** qRT-PCR analysis of podocin expression in each group (*n* = 4). Values represent mean ± SE (error bars). *p < 0.05, ANOVA, Tukey's test.

### Microarray miRNA Profiling

We screened for changes in miRNA expressions in age-dependent renal impairment with a microarray platform covering 1,881 mouse miRNAs (miRBase database release 21; www.mirbase.org). 

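Kidney RNA of 16 mice was hybridized, 1 mouse per array, with 4 mice in each of the SAMR1-10wk, SAMR1-50wk, SAMP1-10wk and SAMP1-50wk groups. SAMP1 is a senescence-accelerated mouse strain and SAMR1 is the resistant strain raised as its control. Each array carried 56430 spots for 1881 mouse miRNAs and was scanned in 1 colour. The authors deposited the scanner's output, which gives for each miRNA a total gene signal, that is, a background-subtracted intensity summed over its probes, and a call of detected or not detected. A miRNA called not detected is listed at 0.1. Between 352 and 445 miRNAs were detected per array, with a median of 370 in SAMR1-10wk, 370 in SAMR1-50wk, 385.5 in SAMP1-10wk and 401.5 in SAMP1-50wk. On all 16 arrays 322 miRNAs were detected, and on no array 1412. The lowest signal of a detected miRNA lay between 0.895 and 1.50. The 10 brightest miRNAs held between 62.5% and 70.0% of an array's total signal. With 4 arrays per group, the number of arrays limits the precision of each value. As in the methods, each array was scaled to its 90th percentile, here over all 1881 miRNAs. Because most miRNAs were not detected, this percentile was a dim signal, between 8.76 and 22.7, with a median of 10.2 in SAMR1-10wk, 9.84 in SAMR1-50wk, 12.0 in SAMP1-10wk and 17.2 in SAMP1-50wk. The scaled signals were raised to the array's own lowest detected signal and put on the log2 scale. A value at this floor is a rough limit and has no order among other values at the floor. Of the 1881 miRNAs, the 381 detected on all 4 arrays of at least 1 group were tested with limma, in 1 model of the 4 group means, and p-values were adjusted by the Benjamini-Hochberg method. The methods name no filter, no floor and no correction for multiple tests. A change was counted when the adjusted p was under 0.05 and the fold change over 2. Where no array of a group detected a miRNA and every array of the brighter group did, the fold is given "against the floor". It sets the brighter group's mean against the floors of the other. It is no firm limit, since a miRNA's own detection limit can lie above the array's floor. let-7d-3p was detected at signals down to 0.979, but miRNA-342-3p at none under 2.69. All arrays of 10-week-old mice were on 1 slide and all arrays of 50-week-old mice on another, so that age and slide cannot be told apart. Within each slide the SAMP1 arrays filled 1 row and the SAMR1 arrays the other.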

The screening results can be found using the following link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE198741. 

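Between the 8 SAMP1 and the 8 SAMR1 kidneys, 8 of the 381 tested miRNAs passed the threshold, 7 of them higher and 1 lower in SAMP1 (limma, Benjamini-Hochberg). The higher ones were miRNA-142a-5p, miRNA-181d-5p, miRNA-205-5p, miRNA-342-3p, miRNA-3091-5p, miRNA-3095-3p and miRNA-6981-5p. The lower one, miRNA-6939-5p, was named after its values were seen. It had a log2 fold change of -1.03 (standard error 0.25, adjusted p = 0.00839 from limma) and was detected on 5 of the 8 SAMP1 arrays. It did not pass with the processed signal, the normexp correction, no scaling, a common floor or signals as deposited. Leaving out SAMR1-50wk animal 6, SAMP1-10wk animal 6, SAMP1-50wk animal 4 or SAMP1-50wk animal 11 brought it to -1.00, -0.85, -0.92 and -0.94, under the 2-fold limit. Without the limit on the fold change, 119 miRNAs passed, 28 higher and 91 lower. Among the settings that kept this limit, the count of 8 moved most to 33, all higher in SAMP1, when the arrays were not scaled, and to 0 with the normexp background correction. That correction, with an offset of 50, compresses dim signals. A dim miRNA can hardly reach 2-fold under it. Here and below, failing to pass with it is thus no evidence against a dim miRNA.
miRNA-181d-5p and miRNA-142a-5p were detected on all 16 arrays. The log2 signal of miRNA-181d-5p was 1.95 ± 0.14 (SD, n = 4) in SAMR1-10wk, 1.83 ± 0.04 in SAMR1-50wk, 3.10 ± 0.04 in SAMP1-10wk and 2.73 ± 0.07 in SAMP1-50wk, and the strains did not overlap (exact permutation test, two-sided, p = 0.000155, the smallest that 8 against 8 allow). Its log2 fold change of 1.02 (standard error 0.05, adjusted p = 1.64e-09 from limma) lay close to 2-fold, and was 1.00 and just under 2-fold without SAMR1-10wk animal 5. With the processed signal, the normexp correction and quantile normalization it was 0.53, 0.05 and 0.95. miRNA-142a-5p, at 1.01 (standard error 0.13), fell to between 0.94 and 0.99 with any of SAMR1-10wk animals 5 and 7, SAMR1-50wk animal 9, SAMP1-10wk animals 5 and 6 or SAMP1-50wk animals 2 and 11 left out, and was 0.43 with the normexp correction. miRNA-342-3p was detected on none of the 8 SAMR1 arrays and on all 8 SAMP1 arrays. By total gene signal it was 4.18-fold higher in SAMP1 against the floor, a log2 fold change of 2.06 (adjusted p = 6.88e-05 from limma). With the processed signal the log2 fold change was 0.86 (adjusted p = 0.00288), so 4.18 is no lower limit for that signal. miRNA-3091-5p was detected on 0 SAMR1 and 7 SAMP1 arrays. Its log2 fold change was 1.63 with undetected signals at the floor, which is no lower limit, since 1 SAMP1-50wk array is at its floor too. For miRNA-205-5p, miRNA-3095-3p and miRNA-6981-5p, which 3, 1 and 3 of the SAMR1 arrays detected, the log2 fold changes were 1.87, 2.11 and 1.43. Of these 5 miRNAs, none passed with the normexp correction, miRNA-342-3p, miRNA-3095-3p and miRNA-6981-5p did not pass with the processed signal, and miRNA-3091-5p and miRNA-6981-5p did not pass with quantile normalization.
miRNA-503-5p is measured by 2 probes of 15 spots each, CTGCAGTACTGTTCC and CTGCAGTACTGTTCCC. Its gene lies on chromosome X between Mir351 and Mir322 in the RefSeq annotation of GRCm38.p6. It was detected on 3 of 4 arrays in SAMR1-10wk, 1 of 4 in SAMR1-50wk and on all arrays of both SAMP1 groups. The log2 signal was 1.30 ± 0.50 (SD, n = 4) in SAMR1-10wk, 0.62 ± 0.54 in SAMR1-50wk, 2.08 ± 0.39 in SAMP1-10wk and 1.65 ± 0.15 in SAMP1-50wk. The difference between strains was larger than this spread (exact permutation test, two-sided, p = 0.00124), with a log2 fold change of 0.91 (standard error 0.20, adjusted p = 0.00478 from limma), that is, 1.87-fold. Among the settings on the scanner signals it moved most, to 2.62, with undetected signals left as deposited. With the processed signal it was 0.51 (adjusted p = 0.000447), with quantile normalization 0.80 (adjusted p = 0.159) and with the normexp correction 0.00727 (adjusted p = 0.706). Past 2-fold were also the values without scaling, at 1.43, among the 50-week-old mice alone, at 1.03, and without SAMR1-50wk animal 12, at 1.04.
For miRNA-1231-5p the log2 fold change was 0.99 (standard error 0.29, adjusted p = 0.0216), and it passed 2-fold with SAMR1-10wk animal 7, SAMR1-50wk animal 12, SAMP1-10wk animals 3 or 4 or SAMP1-50wk animal 1 left out, at 1.01 to 1.17. It also passed with the 90th percentile over the miRNAs detected on all arrays, without scaling and with signals as deposited, at 1.02, 1.52 and 3.11, and its direction turned with the normexp correction, at -0.05. Its log2 processed signal was 4.30 in SAMR1-10wk, 4.13 in SAMR1-50wk, 4.29 in SAMP1-10wk and 4.31 in SAMP1-50wk. With the processed signal its 2 probes differed between strains by 0.14 and 0.05. The 0.99 thus rests largely on the floor, since 2 SAMR1 and 7 SAMP1 arrays detected this miRNA. Between strains miRNA-802-5p differed by 0.74 (standard error 0.28, adjusted p = 0.0613), and it passed without scaling, at 1.26, and with signals as deposited, at 2.04. miRNA-467a-3p was detected on 6 SAMP1 arrays and 0 SAMR1 arrays at signals of 1.05 to 1.50, within the range of the arrays' lowest detected signals, so no fold is given.

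**Figure D1:**
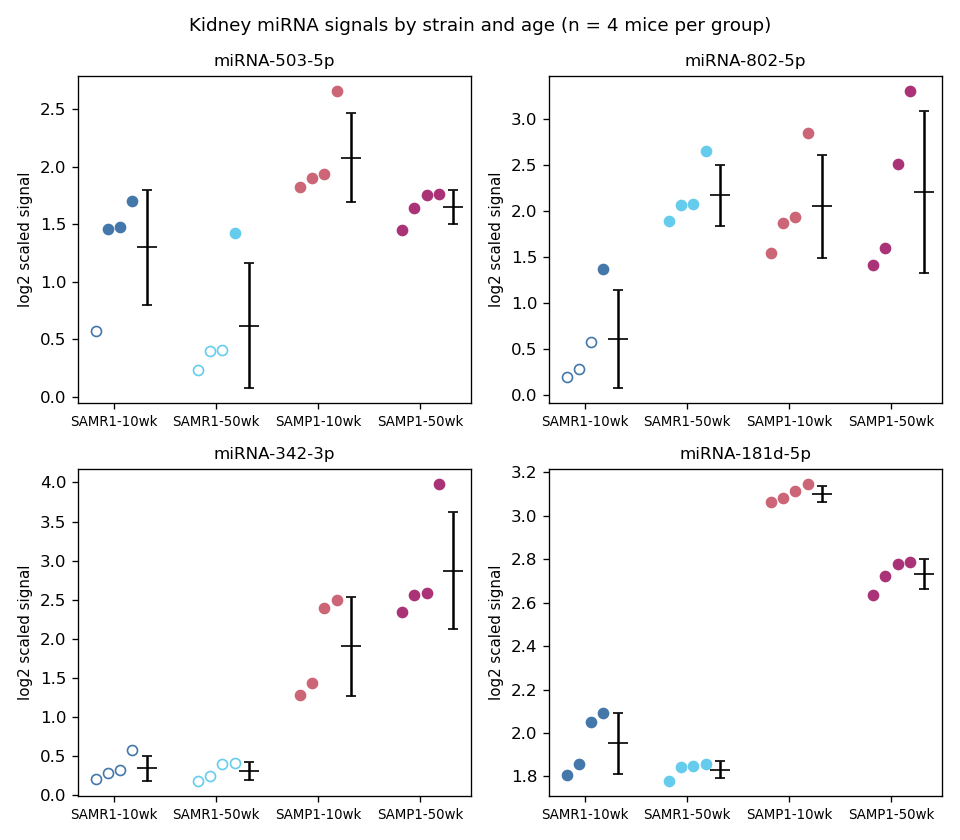
Log2 scaled signal of 4 miRNAs in each kidney, by group, with filled points for detected and open points for undetected signals at the array's floor, and the mean with its SD (n = 4 mice) beside each group. All SAMP1 arrays detected miRNA-503-5p, against 4 of the 8 SAMR1 arrays, and miRNA-181d-5p was detected on all 16.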

The screening revealed that 11 of the 1,881 miRNAs were significantly different in expression between pairs of SAMP1 and SAMR1 groups by two-way ANOVA: miRNA-142a-5p,−181d-5p,−205-5p,−342-3p,−467a-3p,−503-5p,−802-5p,−1231-5p,−3091-5p,−3095-3p, and−6981-5p (Table 1A). The screening also showed that one of the 1,881 miRNAs (miRNA-802-5p) was significantly different in expression between 10-wk and 50-wk groups by two-way ANOVA (Table 1B). In addition, six of the 1,881 miRNAs made a significant difference in expression among the four groups (SAMR1-10wk, SAMR1-50wk, SAMP1-10wk, and SAMP1-50wk) by two-way ANOVA: miRNA-142a-3p,−142a-5p,−144-3p,−155-5p,−451a, and let-7d-3p as depicted in (Table 1C).

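miRNA-802-5p was detected on 1 of 4 arrays in SAMR1-10wk and on all arrays of the other groups. Its log2 signal was 0.60 ± 0.53 (SD, n = 4) in SAMR1-10wk, 2.17 ± 0.33 in SAMR1-50wk, 2.05 ± 0.56 in SAMP1-10wk and 2.20 ± 0.88 in SAMP1-50wk. In SAMR1 it rose with age by 1.56 (standard error 0.40, adjusted p = 0.0241 from limma), and every SAMR1-50wk kidney lay above every SAMR1-10wk kidney (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 allow). In SAMP1 the change of 0.16 was within the spread between mice (adjusted p = 0.769), and the difference between the strains in this change did not pass the threshold (log2 fold change of the interaction -1.41, adjusted p = 0.0803). Averaged over both strains, the change with age was 0.86 (standard error 0.28, adjusted p = 0.0685). With undetected signals left as deposited it was 2.16 and past the threshold. No miRNA passed the threshold between the 10-week and the 50-week groups, 0 of 381 by limma, against 2 at an unadjusted p under 0.05 with the same fold limit. These were miRNA-669n and miRNA-7653-5p, named after their values were seen. The methods' two-way analysis of variance on the same values gave the same 2 miRNAs unadjusted and 0 after Benjamini-Hochberg adjustment. At the adjusted p alone, 44 miRNAs differed, 18 higher and 26 lower at 50 weeks, with log2 fold changes of up to 0.87 in size. The count moved most among the settings with a fold limit, to 13, with the analysis of variance unadjusted on all miRNAs and signals as deposited. Leaving out SAMP1-50wk animal 11 gave 3 miRNAs, SAMP1-10wk animal 4 or SAMR1-50wk animal 2 gave 2 each, and SAMR1-10wk animal 5 or SAMR1-50wk animal 12 gave 1 each. Since age and slide coincide, no value within a slide can be had for this comparison.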

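Among the 4 groups, 29 of the 381 miRNAs passed the threshold in limma's test over all group differences, and 10 in the interaction of strain and age, that is, the change with age in SAMP1 minus that in SAMR1. Both counts included miRNA-142a-3p, miRNA-142a-5p, miRNA-144-3p, miRNA-155-5p and miRNA-451a. miRNA-142a-3p had a log2 signal of 6.31 ± 0.32 (SD, n = 4) in SAMR1-10wk, 6.42 ± 0.11 in SAMR1-50wk, 6.59 ± 0.28 in SAMP1-10wk and 7.97 ± 0.23 in SAMP1-50wk. SAMP1-50wk lay above SAMR1-50wk by 1.55 (standard error 0.17, adjusted p = 4.67e-05 from limma), and no kidney of the 2 groups overlapped (exact permutation test, two-sided, p = 0.0286). The interaction was 1.27 (standard error 0.24, adjusted p = 0.00455). miRNA-142a-5p, from the other arm of the same precursor, had 3.33 ± 0.39, 3.45 ± 0.15, 3.67 ± 0.26 and 5.14 ± 0.27 in the same order of groups, and an interaction of 1.36 (standard error 0.27). miRNA-155-5p fell by 0.98 from SAMR1-10wk to SAMR1-50wk (adjusted p = 0.0101), and its difference between SAMP1-50wk and SAMR1-50wk was 1.43 (standard error 0.21). Against SAMR1-10wk, however, SAMP1-50wk differed by 0.45, which did not pass the threshold (adjusted p = 0.123).
The largest interactions were those of miRNA-144-3p and miRNA-451a. The log2 signal of miRNA-451a was 9.02 ± 1.64 in SAMR1-10wk, 5.80 ± 0.69 in SAMR1-50wk, 7.60 ± 1.71 in SAMP1-10wk and 9.81 ± 1.21 in SAMP1-50wk, and the interaction was 5.44 (standard error 1.28, adjusted p = 0.0086). miRNA-144-3p was detected on 4, 0, 2 and 4 arrays of these groups. By total gene signal it was 29.4-fold higher in SAMP1-50wk than in SAMR1-50wk against the floor (adjusted p = 0.00474 from limma). Its log2 processed signal was 7.35 ± 1.33 (SD, n = 4) in SAMP1-50wk and 3.65 ± 0.36 in SAMR1-50wk, a smaller difference. The 29.4-fold of miRNA-144-3p is thus no lower limit for the processed signal. Its interaction of 6.79 (adjusted p = 0.0108) did not pass with all 1881 miRNAs tested, with the normexp correction or with the 75th percentile over the miRNAs detected on all arrays. With this percentile that of miRNA-451a did not pass either. The interaction of miRNA-142a-5p was 0.67 and that of miRNA-155-5p 0.31 with the normexp correction, neither past the threshold, and that of miRNA-155-5p did not pass without scaling. let-7d-3p was detected on 1 array in SAMR1-10wk and on all arrays of the other groups, at signals of 0.979 to 1.60, close to the lowest detected signals. The interaction for let-7d-3p was -0.36 (standard error 0.16, adjusted p = 0.119), and with undetected signals left as deposited it was -2.96 and past the threshold.
The interaction was 1.53 (adjusted p = 0.0475) for miRNA-132-3p and -1.43 (adjusted p = 0.0192) for miRNA-290b-3p, each detected on 15 of the 16 arrays. For miRNA-181a-1-3p, detected on 1, 2, 4 and 1 arrays of SAMR1-10wk, SAMR1-50wk, SAMP1-10wk and SAMP1-50wk, it was -1.74 (adjusted p = 0.0191) with undetected signals at the floor on both sides of the contrast, so that this is neither a limit nor a size to rank. Of 15 alternatives, miRNA-181a-1-3p did not pass in 8, miRNA-132-3p in 11 and miRNA-290b-3p in 10, and miRNA-132-3p did not pass with 12 of the 16 arrays left out in turn. At the adjusted p alone 102 miRNAs passed, 7 higher and 95 lower, while the median interaction of the 322 miRNAs detected on all arrays was -0.26. With the 90th percentile taken over those 322 miRNAs this median was -0.02, and 11 miRNAs passed at the adjusted p alone, 6 higher and 5 lower. Among the scanner signals, scalings, filters and floors tried, the count of 10 moved most to 2, with the normexp correction. That of 29 moved to 3 with the normexp correction and to 80 without scaling.

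**Figure D2:**
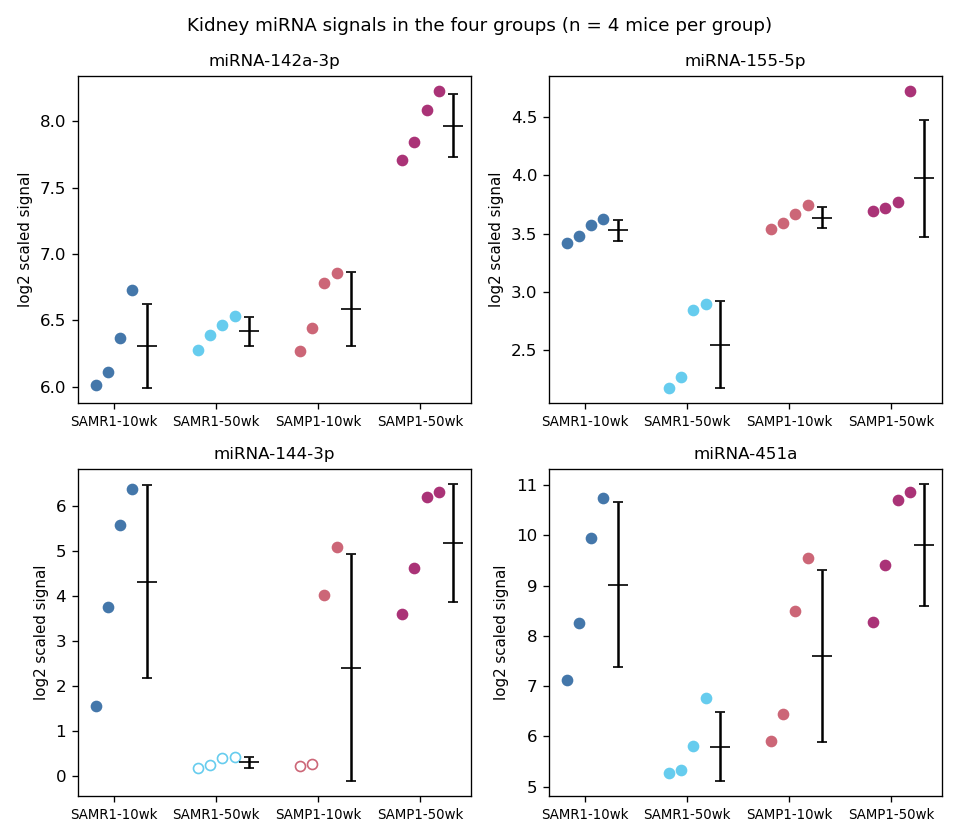
Log2 scaled signal of 4 miRNAs in each kidney, by group, with filled points for detected and open points for undetected signals at the array's floor, and the mean with its SD (n = 4 mice) beside each group. miRNA-142a-3p is highest in all 4 SAMP1-50wk kidneys, and miRNA-451a and miRNA-144-3p are lowest on average in SAMR1-50wk.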

**Table 1A:** miRNAs whose expressions were significantly higher (by >2.0 times) in SAMP1 mouse kidneys compared to SAMR1 mouse kidneys by microarray (SAMR1-10wk + SAMR1-50wk vs. SAMP1-10wk + SAMP1-50wk).

**MicroRNA**	**Sequence**	**SAMR1-50wk**	**SAMP1-10wk**	**SAMP1-50wk**	**Fold change (SAMP1 mice/SAMR1 mice)**	***p***
miRNA-503-5p	CTGCAGTACTGTTCCC	0.19	3.22	2.34	6.25*	<0.05
miRNA-802-5p	AAGGATGAATCTTTGTTACTGA	17.0	16.4	18.0	4.16*	<0.05
miRNA-142a-5p	AGTAGTGCTTTCTACTTTA	1.04	1.26	3.44	2.04*	<0.05
miRNA-6981-5p	GCCTTCAGCCTCTTC	0.38	9.00	5.73	11.69*	<0.05
miRNA-1231-5p	TCTCTCCTGCAGCTCT	0.99	5.25	14.5	8.76*	<0.05
miRNA-467a-3p	TGTAGGTGTGTGTATGTATA	1.02	2.95	8.05	4.83*	<0.05
miRNA-342-3p	ACGGGTGCGATTTCTGT	1.02	32.1	61.7	44.15*	<0.05
miRNA-205-5p	CAGACTCCGGTGGAAT	1.83	23.2	22.4	16.47*	<0.05
miRNA-3095-3p	AAAAGCTCTCTCTCCAGT	2.72	45.5	69.9	34.20*	<0.05
miRNA-181d-5p	ACCCACCGACAACAATG	0.88	2.22	1.68	2.06*	<0.05
miRNA-3091-5p	GCGGGCCCAACC	1.02	43.8	12.8	23.51*	<0.05

*The data of the SAMR1-10wk group are used as the reference value (1.0)*.

*miRNA, microRNA; SAMP, senescence-accelerated mouse prone; SAMR, senescence-accelerated mouse resistant; wk, weeks old*.

* *miRNAs whose expressions had a significant difference in the Tukey-Kramer analysis between SAMR1-10wk +SAMR1-50wk and SAMP1-10wk+SAMP1-50wk*.

**Table 1B:** miRNAs whose expressions were significantly higher (by >2.0 times) in SAMP1 mouse kidneys compared to SAMR1 mouse kidneys by microarray (SAMR1-10wk + SAMP1-10wk vs. SAMR1-50wk + SAMP1-50wk).

**MicroRNA**	**Sequence**	**SAMR1-50wk**	**SAMP1-10wk**	**SAMP1-50wk**	**Fold change (50wk mice/10wk mice)**	***p*** **(ANOVA)**
miRNA-802-5p	AAGGATGAATCTTTGTTACTGA	17.0	16.4	18.0	4.31*	<0.05

*The data of the SAMR1-10wk group are used as the reference value (1.0)*.

*miRNA, microRNA; SAMP, senescence-accelerated mouse prone; SAMR, senescence-accelerated mouse resistant; wk, weeks old*.

* *miRNAs whose expressions had a significant difference in the Tukey-Kramer analysis between SAMR1-10wk +SAMR1-50wk and SAMP1-10wk+SAMP1-50wk*.

**Table 1C:** miRNAs whose expressions were significantly higher (by >2.0 times) in the comparison of four groups of kidneys by microarray (SAMR1-10wk vs. SAMR1-50wk vs. SAMP1-10wk vs. SAMP1-50wk).

**MicroRNA**	**Sequences**	**SAMR1-50wk**	**SAMP1-10wk**	**SAMP1-50wk**	**Fold change**	***p***
let-7d-3p	AGAAAGGCAGCAGGTCGT	6.13	5.80	4.69	•5.80* (SAMP1-10wk/ SAMR1-10wk) •6.13* (SAMR1-50wk/SAMR1-10wk) •4.69* (SAMP1-50wk/SAMR1-10wk)	<0.05
miRNA-142a-3p	TCCATAAAGTAGGAAACACTACA	1.03	1.22	3.10	•3.01* (SAMP1-50wk/SAMR1-50wk) •2.55* (SAMP1-50wk/SAMP1-10wk) •3.10* (SAMP1-50wk/SAMR1-10wk)	<0.05
miRNA-142a-5p	AGTAGTGCTTTCTACTTTA	1.04	1.26	3.44	•3.31* (SAMP1-50wk/SAMR1-50wk) •2.72* (SAMP1-50wk/SAMP1-10wk) •3.44* (SAMP1-50wk/SAMR1-10wk)	<0.05
miRNA-155-5p	ACCCCTATCACAATTAGC	0.48	1.08	1.34	•2.77* (SAMP1-50wk/SAMR1-50wk) •−2.07* (SAMR1-50wk/SAMR1-10wk) •−2.23* (SAMR1-50wk/SAMP1-10wk)	<0.05
miRNA-144-3p	AGTACATCATCTATACTGTA	0.01	0.07	1.78	•−13.8* (SAMP1-10wk/SAMR1-10wk) •301.0* (SAMP1-50wk/SAMR1-50wk) •24.62* (SAMP1-50wk/SAMP1-10wk) •−168.8* (SAMR1-50wk/SAMR1-10wk) •−12.2* (SAMR1-50wk/SAMP1-10wk)	<0.05
miRNA-451a	AACTCAGTAATGGTAACGGTTT	0.10	0.37	1.70	•−2.68* (SAMP1-10wk/SAMR1-10wk) •−9.79* (SAMR1-50wk/SAMR1-10wk) •16.64* (SAMP1-50wk/SAMR1-50wk) •4.55* (SAMP1-50wk/SAMP1-10wk) •−3.66* (SAMR1-50wk/SAMP1-10wk)	<0.05

*The data of the SAMR1-10wk group are used as the reference value (1.0)*.

*miRNA, microRNA; SAMP, senescence-accelerated mouse prone; SAMR, senescence-accelerated mouse resistant; wk, weeks old*.

* *miRNAs whose expressions had a significant difference in the Tukey-Kramer analysis between SAMR1-10wk +SAMR1-50wk and SAMP1-10wk+SAMP1-50wk*.

We identified a total of 16 miRNAs whose expressions in one group were increased by >twofold or decreased by >50% compared to other groups: miRNA-142a-3p,−142a-5p,−144-3p,−155-5p,−181d-5p,−205-5p,−342-3p,−451a,−467a-3p,−503-5p,−802-5p,−1231-5p,−3091-5p,−3095-3p,−6981-5p, and let-7d-3p. 

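Counted together, 17 miRNAs passed the threshold between strains, between ages or in the interaction, and 11 of the 16 miRNAs of Tables 1A to 1C were among them. With the test over all 4 groups added, 30 miRNAs passed and 14 of the 16 were among them, miRNA-503-5p (adjusted p = 0.00491), miRNA-802-5p (adjusted p = 0.0125) and miRNA-1231-5p (adjusted p = 0.0459, all from limma) included. miRNA-467a-3p and let-7d-3p did not pass on the fold limit. In the tables' 11 strain miRNAs, 84 of the 88 SAMP1 values but 34 of the 88 SAMR1 values were detected signals, so that most of the SAMR1 values are at the floor. The paper reasons from this screen to a list of miRNAs that differ by strain, by age or among the groups, takes from it those that are also present in humans, and measures these by qRT-PCR in the same 4 groups.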

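SAMP1-50wk was compared with each of the SAMR1-10wk, SAMR1-50wk and SAMP1-10wk groups in the same limma model. With adjusted p under 0.05 in all 3 comparisons, 0 of the 381 miRNAs lay under 50%, against 1 at an unadjusted p under 0.05. The methods' two-way analysis of variance with Tukey's test on the same values also gave 0. Of the settings with a fold limit, quantile normalization moved this count most, to 6, and with no filter on dim miRNAs it was 1. Leaving out SAMP1-10wk animal 3, SAMP1-50wk animal 11 or SAMR1-50wk animal 9 also gave 1 each, and this was miRNA-582-3p, named after its values were seen. In the opposite direction, 3 miRNAs were more than 2-fold higher in SAMP1-50wk than in every other group, namely miRNA-142a-3p, miRNA-142a-5p and miRNA-669n. miRNA-669n, named after its values were seen, was detected on 0, 1, 1 and 4 arrays of SAMR1-10wk, SAMR1-50wk, SAMP1-10wk and SAMP1-50wk and differed from SAMR1-50wk by 1.60 on the log2 scale (standard error 0.59, adjusted p = 0.0405). It did not pass in 8 of 15 alternatives, nor with 8 of the 16 arrays left out in turn, each of the 4 SAMP1-50wk arrays among them. The count of 3 was 9 without SAMP1-50wk animal 11, 5 without SAMR1-50wk animal 6, and 2 without any of SAMR1-10wk animal 4, SAMR1-50wk animals 2, 9 or 12, SAMP1-10wk animal 3 or SAMP1-50wk animals 2 or 4.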

No miRNAs in the SAMP1-50wk group were expressed at a level <50% of that in the SAMR1-10wk, SAMP1-10wk, and SAMR1-50wk groups (Tables 1A–C). We confirmed the expression level of 12 miRNAs that are present in humans (miRNA-142a-3p,−142a-5p,−144-3p,−155-5p,−181d-5p,−205-5p,−342-3p,−451a,−503-5p,−802-5p,−1231-5p, and let-7d-3p) in the four mouse groups by conducting a qRT-PCR. This analysis demonstrated that the expression levels of six miRNAs (miRNA-142a-3p,−142a-5p,−144-3p,−155-5p,−503-5p, and−1231-5p) were significantly upregulated in the SAMP1-50wk group in comparison to the controls, i.e., SAMR1-10wk, SAMR1-50wk, and SAMP1-10wk groups (Figure 3). No miRNA in the SAMP1-50wk group was downregulated compared to the controls (Figure 3).

**Figure 3:**
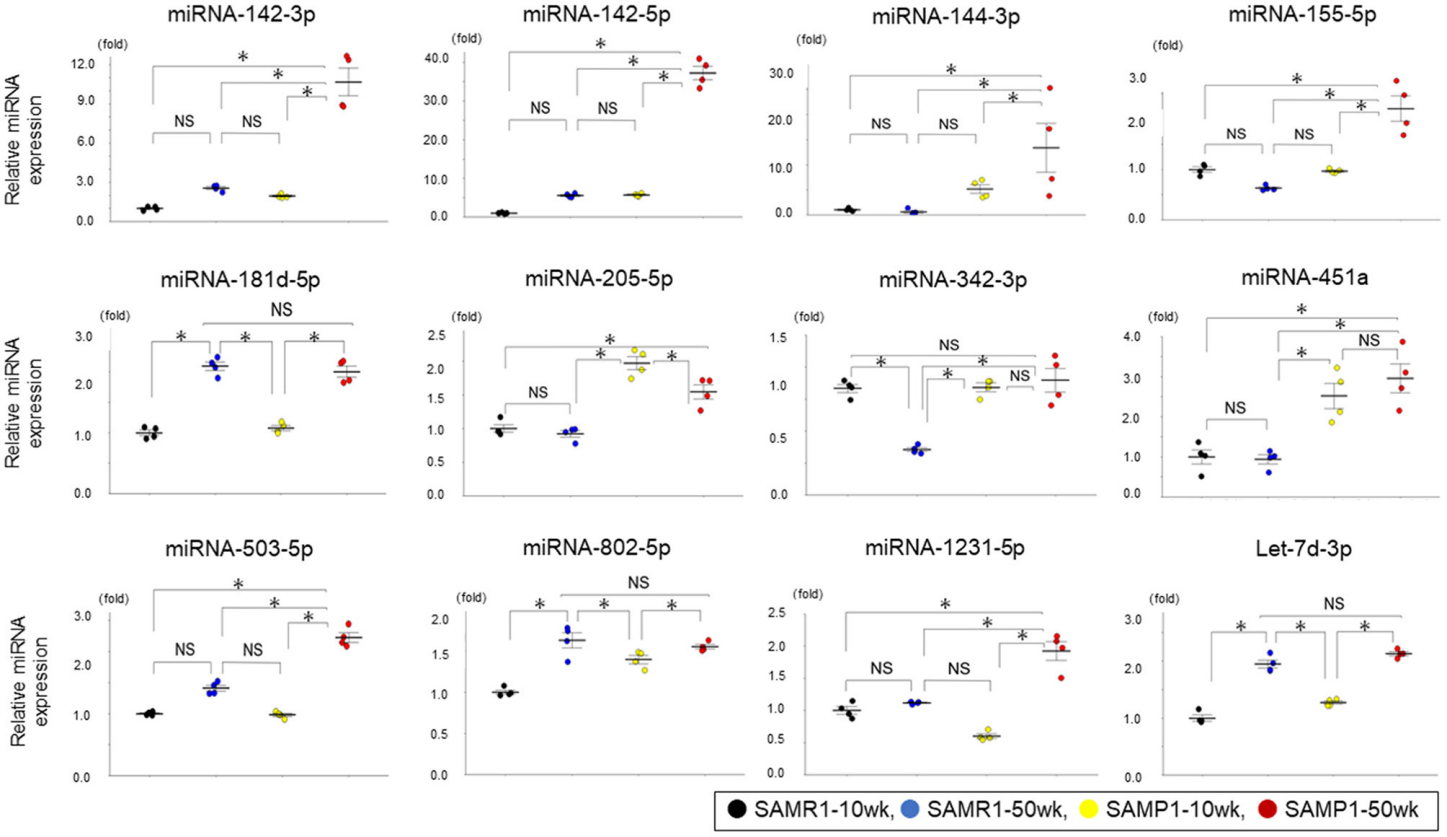
Expressions of miRNAs analyzed by qRT-PCR in the kidney of mice. MiRNA expressions of miRNA-142a-3p,−142a-5p,−144-3p,−155-5p,−181d-5p, −205-5p,−342-3p,−451a,−503-5p,−802-5p,−1231-5p, and let-7d-3p in SAMP1-50wk mice were upregulated than those of the SAMR1-10wk mice, SAMR1-50wk mice, and SAMP1-10wk mice (*n* = 4 each group). Values represent mean ± SE (error bars). *p < 0.05, ANOVA, Tukey's test.

### miRNA-503-5p Expression in the Kidney of Other Model Mice

The expression level of one miRNA (miRNA-503-5p) that we observed was differentially expressed in kidneys of the present study's age-dependent renal impairment mice was also evaluated in kidneys of other model mice of kidney diseases by qRT-PCR: a model of diabetic kidney disease (DKD) (db/db mice) (15), a model of renal fibrosis caused by UUO (6), a model of acute kidney injury (ischemia-reperfusion injury; IRI) (16), a model of focal segmental glomerulosclerosis (FSGS) generated by adriamycin intravenous injection (17), and a model of immunoglobulin A nephropathy (HIGA/NscSlc) (18). The expression level of miRNA-503-5p differed between the DKD, UUO, and FSGS mice and the respective groups of control mice (Figures 4A–C), while it did not differ between the IRI and HIGA mice and the respective control groups (Figures 4D,E). These results indicate the various expression of miRNA-503-5p in the kidney may not be specific to age-dependent renal impairment; rather, it may be changed in lesions that cause renal fibrosis or glomerulosclerosis.

**Figure 4:**
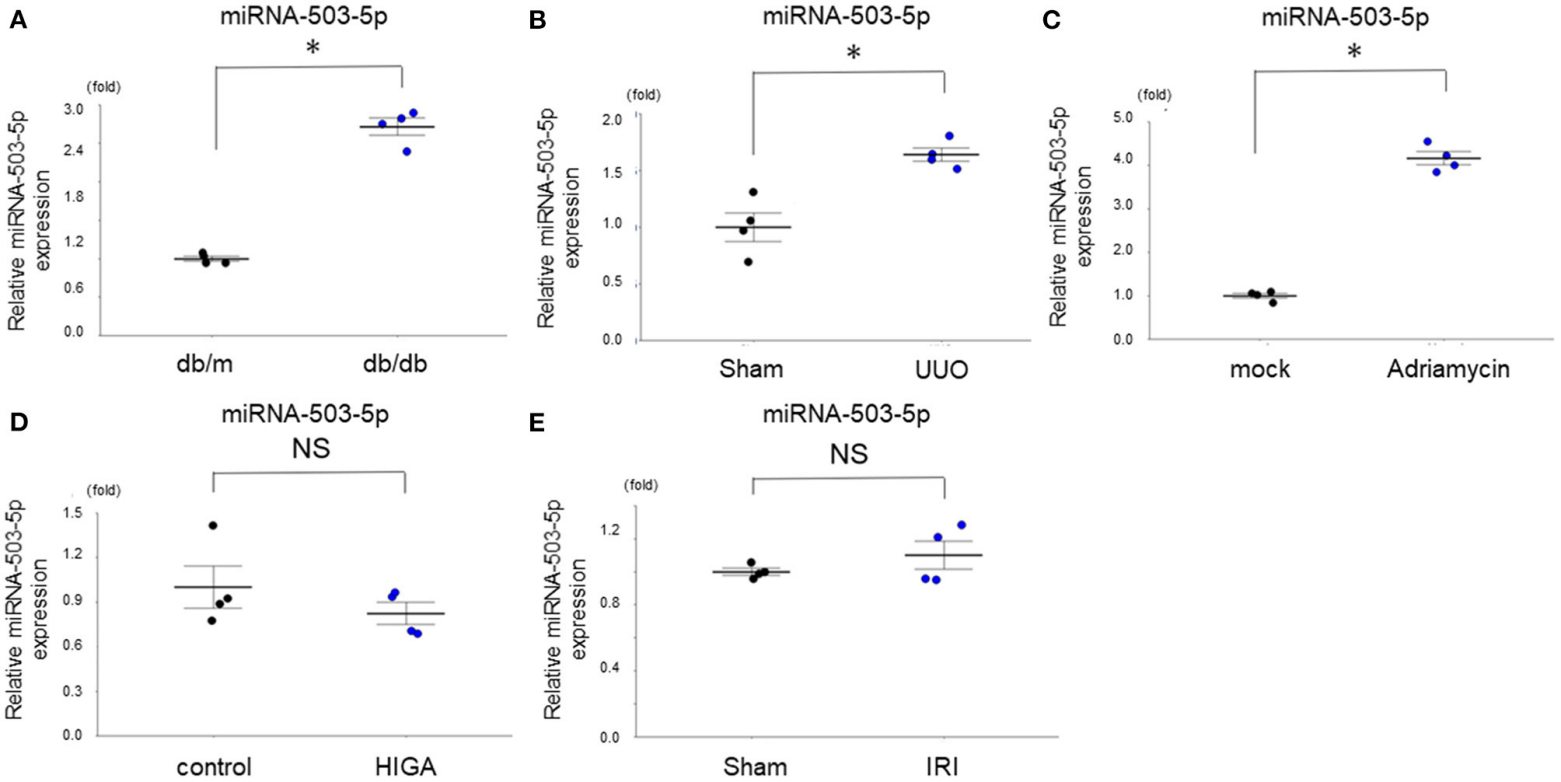
Expression levels of miRNA-503-5p in the kidney of various mouse models of kidney disease (*n* = 4 per group). **(A)** Expression levels of miRNA-503-5p in the kidney of mouse models of diabetic kidney disease (*n* = 4 per group). **(B)** Expression levels of miRNA-503-5p in the kidney of mouse models of renal fibrosis caused by UUO (*n* = 4 per group). **(C)** Expression levels of miRNA-503-5p in the kidney of mouse models of glomerulosclerosis generated by Adriamycin intravenously injected (*n* = 4 per group). **(D)** Expression levels of miRNA-503-5p in the kidney of various models of acute kidney injury (ischemia reperfusion injury) (*n* = 4 per group). (E) Expression levels of miRNA-503-5p in the kidney of mouse models of immunoglobulin A nephropathy (*n* = 4 per group). *p < 0.05, Student's *t*-test. HIGA: high immunoglobulin A, IRI: ischemia-reperfusion injury, NS: not significant, UUO: unilateral ureteral obstruction.

### Association Between Serum miRNA Expression Evaluated by qRT-PCR

The baseline characteristics of the 13 patients with age-dependent renal impairment (eGFR <60 mL/min/1.73 m^2^) are shown in Tables 2A,B. The patients' renal function was 40.5 ± 12.0 mL/min/1.73 m^2^ (cystatin C). We investigated the six miRNAs (miRNA-142-3p,−142-5p,−144-3p,−155-5p,−503-5p, and−1231-5p) whose expression was identified as upregulated in the SAMP1-50wk mice.

**Table 2A:** The baseline characteristics of the age-dependent renal impairment patients.

**Baseline characteristic**	**Age-dependent renal impairment (*n* = 13)**	**Healthy elderly (*n* = 13)**
Age, years	69.4 ± 4.07	69.6 ± 4.48
Male/female	12/1	13/0
eGFR cys, mL/min/1.73m^2^	40.5 ± 12.0	80.9 ± 13.2

*eGFR, estimated glomerular filtration rate*.

**Table 2B:** Characteristics of the propensity score matched pairs.

**Age-dependent renal impairment group**					**Healthy elderly group**				
**Pt**.	**Age, years**	**Sex**	**eGFR**	**Propensity score**	**Pt**.	**Age, years**	**Sex**	**eGFR**	**Propensity score**
5	70	M	37.7	0.52	105	69	M	81.8	0.43
10	68	M	58.3	0.35	87	67	M	63.5	0.27
16	65	M	47.7	0.16	111	65	M	72.1	0.16
26	76	M	23.8	0.90	93	76	M	87.1	0.90
28	66	M	36.4	0.21	104	66	M	79.5	0.27
30	76	F	14.9	0.97	90	80	M	89.2	0.97
42	73	M	35.9	0.75	95	73	M	84.7	0.75
53	72	M	45.4	0.68	102	71	M	94.1	0.60
61	68	M	48.2	0.35	100	68	M	64.5	0.35
64	66	M	55.6	0.21	94	66	M	112.1	0.21
66	65	M	46.5	0.16	103	66	M	69.5	0.21
67	65	M	36.3	0.16	99	66	M	74.3	0.21
71	72	M	40.3	0.68	91	71	M	79.1	0.60

*eGFR, estimated glomerular filtration rate*.

We first evaluated the expressions of these six miRNAs between the age-dependent renal impairment patients and the age-matched subjects with normal renal function. The expressions of serum miRNA-142a-3p, miRNA-142a-5p, miRNA-144-3p, miRNA-155-5p, and miRNA-1231-5p showed no significant between-group difference. The expression of serum miRNA-503-5p was significantly upregulated in the patients with age-dependent renal impairment compared to that of the age-matched subjects with normal renal function (*p* = 0.01, Figure 5).

**Figure 5:**
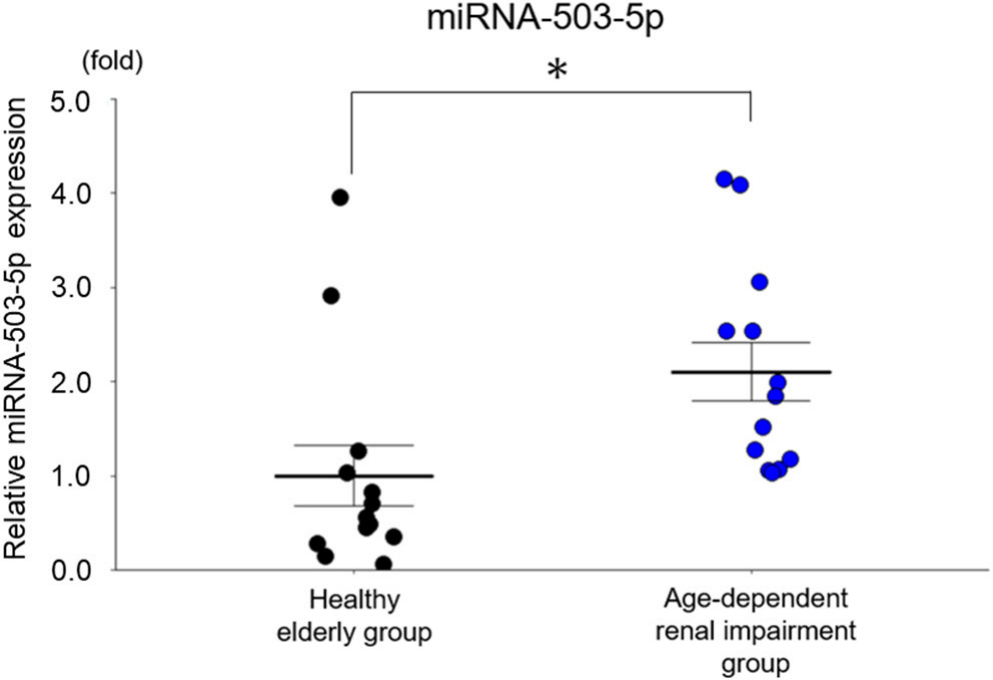
The expression of miRNA-503-5p in the serum of healthy subjects and older patients with age-dependent renal impairment. miRNA-503-5p expression in each group (*n* = 13) Values represent mean ± SE (error bars). Student's test. *p < 0.05.

### Relative miRNA-503-5p Expression in SAMP1 Mice

The level of miRNA-503-5p expression was upregulated in the SAMP1-20wk mouse group (Figure 6A).

**Figure 6:**
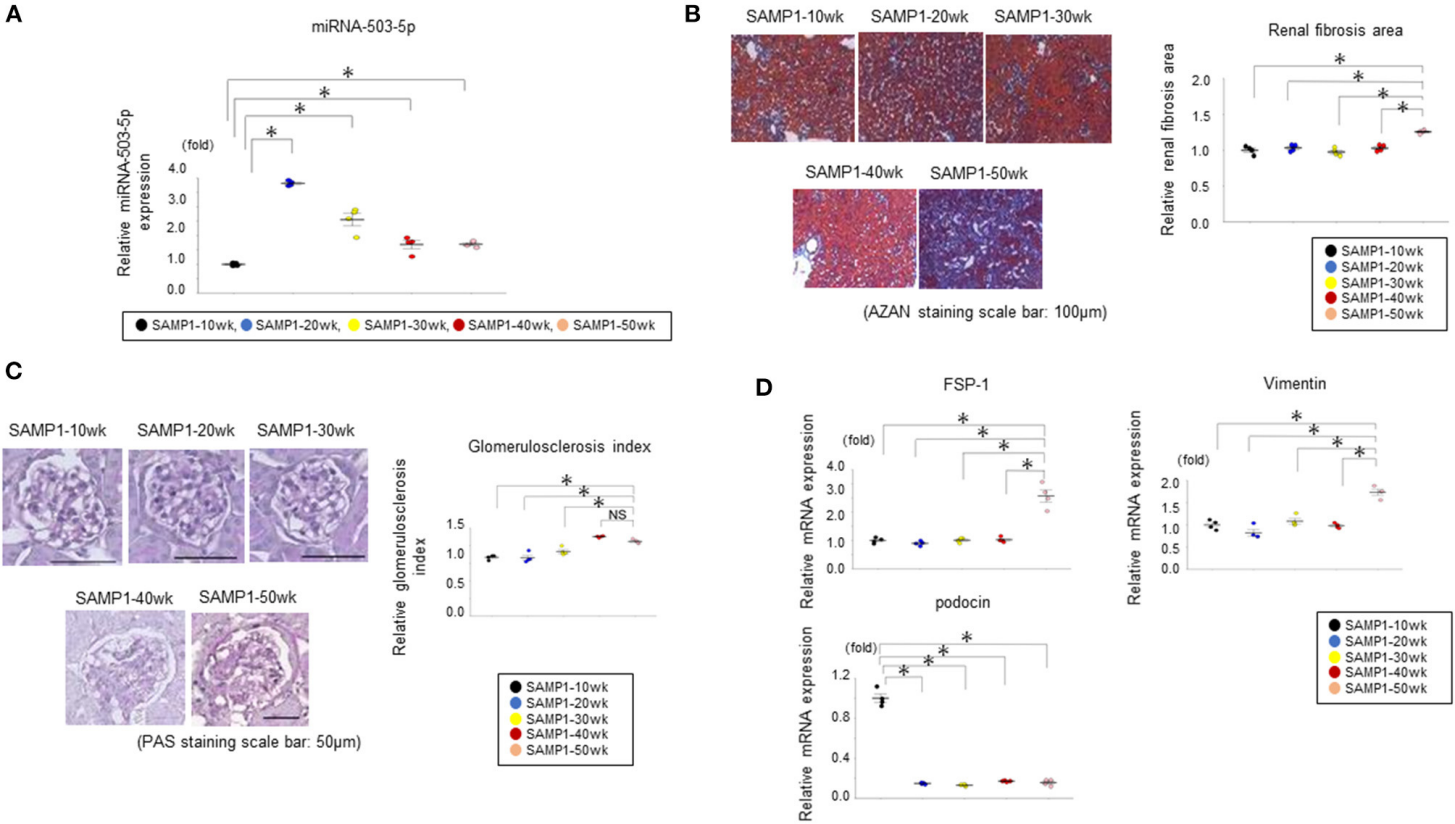
**(A)** Results of the qRT-PCR analysis of miRNA-503-5p in kidneys of SAMP1 mice of different ages. miRNA-503-5p expression in each group (*n* = 4). Values represent mean ± SE (error bars). *p < 0.05, ANOVA, Tukey's test. **(B)** Changes of interstitial nephropathy in the SAMP1-10wk mice, SAMP1-20wk mice, SAMP1-30wk mice, SAMP1-40wk mice, and SAMP1-50wk mice (*n* = 4 each). Azan staining paraffin sections. Magnification: ×200. Scale bar: 100 μm. Marked renal fibrosis was observed in SAMP1-50wk mice. Values represent mean ± SE (error bars). *p < 0.05, ANOVA, Tukey's test. **(C)** Changes in the glomerulosclerosis in SAMP1-10wk mice, SAMP1-20wk mice, SAMP1-30wk mice, SAMP1-40wk mice, and SAMP1-50wk mice. Periodic acid-Schiff-stained paraffin sections. Magnification: ×200. Scale bar: 50 μm. Marked glomerulosclerosis was observed in the SAMP1-40wk mice and SAMP1-50wk mice. Values represent mean ± SE (error bars). *p < 0.05, ANOVA, Tukey's test. **(D)** Changes in a fibrosis marker and glomerulosclerosis marker in SAMP1-10wk mice, SAMP1-20wk mice, SAMP1-30wk mice, SAMP1-40wk mice, and SAMP1-50wk mice. Results of the qRT-PCR analysis of the expression of fibroblast specific protein-1 (FSP-1), vimentin, and podocin in each group (*n* = 4). Values represent mean ± SE (error bars). *p < 0.05, ANOVA, Tukey's test.

### Evaluation of Renal Fibrosis and Glomerulosclerosis in the SAMP1 Mice

Histologically, SAMP1-50wk mice demonstrated typical features of fibrosis compared to the SAMP1-10wk mice, SAMP1-20wk mice, SAMP1-30wk mice, and SAMP1-40wk mice (Figure 6B). In addition, SAMP1-40wk mice and SAMP1-50wk mice demonstrated typical features of glomerulosclerosis compared to the SAMP1-10wk mice, SAMP1-20wk mice, and SAMP1-30wk mice (Figure 6C). The results of the qRT-PCR analysis confirmed further increases in the renal fibrosis markers vimentin and FSP-1 in the SAMP1-50wk mice, and that the expression of the glomerulosclerosis marker podocin was decreased in the SAMP1-20wk mice, SAMP1-30wk mice, 40-wk mice, and SAMP1-50wk mice (Figure 6D).

### Transfection of miRNA in the Age-Dependent Renal Impairment Kidneys by miRNA-PEI-NPs

The miRNA-503-5p-inhibitor-PEI-NPs administration protocol for SAMP1-20wk mice is shown in Figure 7A. The administration of miRNA-503-5p-inhibitor-PEI-NPs, but not control-miRNA-PEI-NPs, demonstrated a significant decrease in the expression of miRNA-503-5p in the age-dependent renal impairment kidneys (Figure 7B).

**Figure 7:**
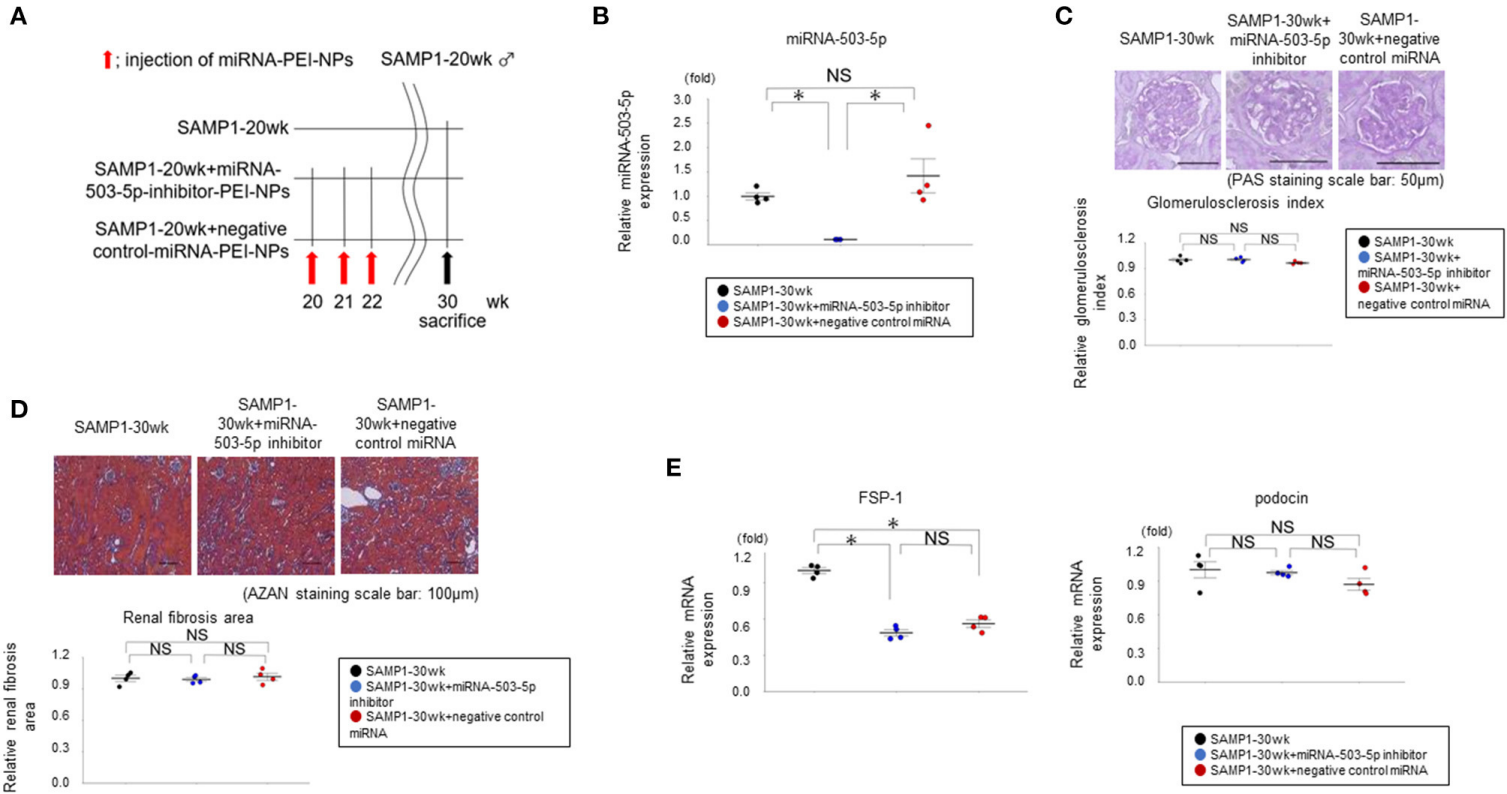
**(A)** Protocol for administration of miRNA-503-5p-inhibitor-PEI-NPs to SAMP1-20wk mice. **(B)** Results of the qRT-PCR analysis of the inhibition of miRNA-503-5p in SAMP1 mice kidneys following an injection of miRNA-503-5p-inhibitor-PEI-NPs. miRNA-503-5p expression in each group (*n* = 4). Values represent mean ± SE (error bars). *p < 0.05, ANOVA, Tukey's test. **(C)** Changes in glomerulosclerosis in the SAMP1-30wk mice, SAMP1-30wk+miRNA-503-5p-inhibitor-PEI-NP mice, and SAMP1-30wk+negative control miRNA-PEI-NP mice (*n* = 4 each). Periodic acid-Schiff-stained paraffin section. Magnification: ×200. Scale bar: 50 μm. No improvement of glomerulosclerosis was observed in the SAMP1-30wk+miRNA-503-5p-inhibitor-PEI-NP mice. Values represent mean ± SE (error bars). *p < 0.05, ANOVA, Tukey's test. **(D)** Changes in the fibrosis of SAMP1-30wk mice, SAMP1-30wk+miRNA-503-5p-inhibitor-PEI-NP mice, and SAMP1-30wk+negative control miRNA-PEI-NP mice (*n* = 4 each). Azan staining sections. Magnification: ×200. Scale bar: 100 μm. No improvement of fibrosis was observed in the SAMP1-30wk+miRNA-503-5p-inhibitor-PEI-NP mice. Values represent mean ± SE (error bars). *p < 0.05, ANOVA, Tukey's test. **(E)** Changes in the values of a fibrosis marker and glomerulosclerosis marker in SAMP1-30wk mice, SAMP1-30wk+miRNA-503-5p-inhibitor-PEI-NP mice, and SAMP1-30wk+negative control miRNA-PEI-NP mice. The results of the qRT-PCR analysis of expression of podocin and FSP-1 in each group (*n* = 4 each). Values represent mean ± SE (error bars). *p < 0.05, ANOVA, Tukey's test.

### Effects of miRNA-PEI-NPs on Fibrosis Markers and Glomerulosclerosis Markers in Age-Dependent Renal Impairment Kidneys

Histologically, compared to the SAMP1-30wk mice and the SAMP1-30wk+control-miRNA-PEI-NP mice, the SAMP1-30wk+miRNA-503-5p-inhibitor-PEI-NP mice showed no improvement of glomerulosclerosis (Figure 7C). In addition, compared to the SAMP1-30wk mice and SAMP1-30wk+control-miRNA-PEI-NP mice, the SAMP1-30wk+miRNA-503-5p-inhibitor-PEI-NP mice showed no improvement of fibrosis (Figure 7D). The results of the qRT-PCR analysis demonstrated that the expressions of fibrosis markers and glomerulosclerosis markers were not significantly different between the SAMP1-30wk+miRNA-503-5p-inhibitor-PEI-NP group and the SAMP1-30wk+control-miRNA-PEI-NP group (Figure 7E).

### Transfection of miRNA in the Obstructed Kidneys by miRNA-PEI-NPs

The miRNA-503-5p-inhibitor-PEI-NPs administration protocol for UUO mice is shown in Figure 8A. The administration of miRNA-503-5p-inhibitor-PEI-NPs, but not control-miRNA-PEI-NPs, demonstrated a significant decrease in the expression of miRNA-503-5p in the obstructed kidneys (Figure 8B).

**Figure 8:**
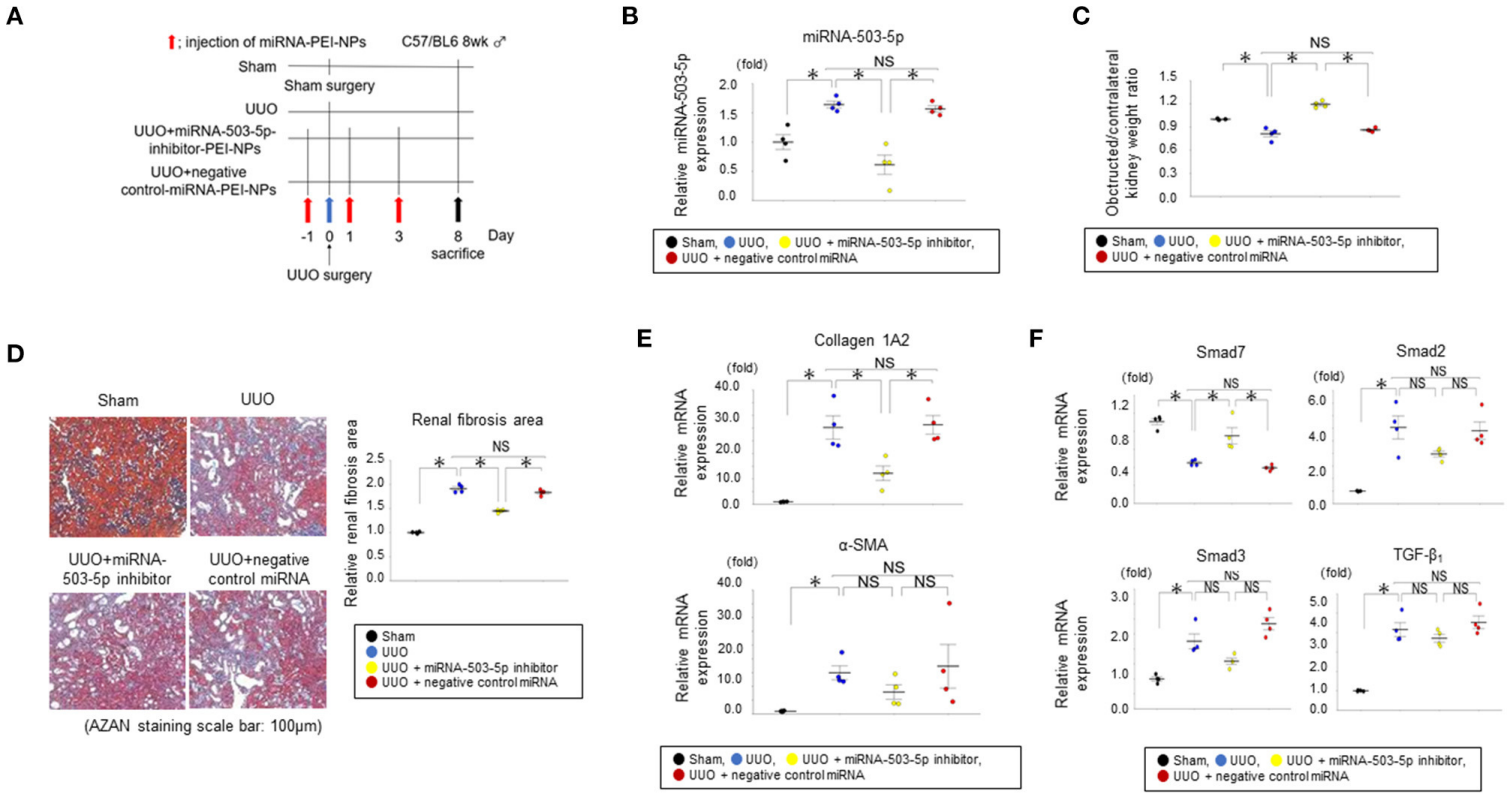
**(A)** Protocol for administration of miRNA-503-5p-inhibitor-PEI-NPs to UUO mice. UUO: unilateral ureteral obstruction. **(B)** Results of the qRT-PCR analysis of the inhibition of miRNA-503-5p in obstructed kidneys following injections of miRNA-503-5p-inhibitor-PEI-NPs. miRNA-503-5p expression in each group (*n* = 4 each). Values represent mean ± SE (error bars). *p < 0.05, ANOVA, Tukey's test. UUO: unilateral ureteral obstruction. **(C)** Effects of miRNA-503-5p-inhibitor-PEI-NPs on kidney weight. Ratios of obstructed kidney weight to contralateral kidney weight in each group (n=4 each). Values represent mean ± SE (error bars). *p < 0.05, ANOVA, Tukey's test. **(D)** Effects of miRNA-503-5p-inhibitor-PEI-NPs on fibrous changes in obstructed kidneys (n=4 each). Azan staining paraffin sections. Magnification: ×200. Scale bar: 100 μm. Values represent mean ± SE (error bars). *p < 0.05, ANOVA, Tukey's test. **(E)** Effects of miRNA-503-5p-inhibitor-PEI-NPs on fibrotic markers. Results of the qRT-PCR analysis of expression of collagen 1A2 and alpha-smooth muscle actin (α-SMA) in each group (*n* = 4 each). Values represent mean ± SE (error bars). *p < 0.05, ANOVA, Tukey's test. **(F)** Effects of miRNA-503-5p-inhibitor-PEI-NPs on the expressions of Smad7, Smad2, Smad3, and TGF-β_1_ in obstructed kidneys. Results of the qRT-PCR analysis of Smad7, Smad2, Smad3, and TGF-β_1_ expression in each group (*n* = 4 each). Values represent mean ± SE (error bars). *p < 0.05, ANOVA, Tukey's test. Smad, small mothers against decapentaplegic; TGF, transforming growth factor.

### Effects of miRNA-PEI-NPs on the Obstructed Kidney Weight

The ratio of the weight of obstructed kidneys in each group to that of the contralateral non-obstructed kidneys are depicted in Figure 8C. The ratio was considerably downregulated in the UUO group compared to sham-surgery group. This downregulation was suppressed by the administration of miRNA-503-5p-inhibitor-PEI-NPs, but not by administration of control-miRNA-PEI-NPs.

### Inhibition of Renal Fibrosis by miRNA-PEI-NPs

The positive blue-stained areas demonstrating collagen fibers with azan staining were increased considerably in the obstructed kidneys in the UUO + non-injection group compared to the sham-surgery group (Figure 8D). These fibrous areas were considerably improved by the administration of miRNA-503-5p-inhibitor-PEI-NPs, but not by control-miRNA-PEI-NPs. Fibrous changes in each group were observed by azan staining and quantification, with an average quantified fibrotic areas per field in the UUO + non-injection group at 1.81 ± 0.03, the UUO + miRNA-503-5p-inhibitor-PEI-NP group at 1.50 ± 0.03, and the UUO + control-miRNA-PEI-NP group at 1.79 ± 0.05 compared with the sham-operation group (Figure 8D). Also, the increase in fibrotic areas in obstructed kidneys was significantly suppressed by miRNA-503-5p-inhibitor-PEI-NPs, but not by control-miRNA-PEI-NPs (Figure 8D).

### Effects of miRNA-PEI-NPs on Fibrosis Markers and pro-Fibrotic Signals in Obstructed Kidneys

The qRT-PCR analysis demonstrated that the expression of collagen 1A2 mRNA was upregulated in the obstructed kidneys in relation to the sham-surgery kidneys (Figure 8E). These increases were considerably suppressed by miRNA-503-5p-inhibitor-PEI-NPs, but not by control-miRNA-PEI-NPs. The expression level of α-SMA mRNA demonstrated a similar trend, but these changes were not statistically significant (Figure 8E). Smad7 is reported to be a target gene of miRNA-503-5p (19). Our qRT-PCR analysis demonstrated that the expression level of Smad7 mRNA was lowered in the obstructed kidneys compared to the sham-surgery kidneys (Figure 8F). These decreases were also significantly inhibited by miRNA-503-5p-inhibitor-PEI-NPs, but not by control-miRNA-PEI-NPs.

We also evaluated changes in the expressions of Smad2, Smad3, and TGF-β_1_, which are considered valuable signaling molecules in the progression of renal fibrosis. The expressions of Smad2, Smad3, and TGF-β_1_ were upregulated in the obstructed kidneys compared to the sham-surgery kidneys (Figure 8F). These increases were not significantly lowered by miRNA-503-5p-inhibitor-PEI-NPs (Figure 8F).

### Transfection of miRNA in the Adriamycin-Injected Kidneys by miRNA-PEI-NPs

The miRNA-503-5p-inhibitor-PEI-NPs administration protocol for adriamycin mice is shown in Figure 9A. The administration of miRNA-503-5p-inhibitor-PEI-NPs, but not control-miRNA-PEI-NPs, demonstrated a significant decrease in the expression of miRNA-503-5p in the kidneys of the adriamycin-injected mice (Figure 9B).

**Figure 9:**
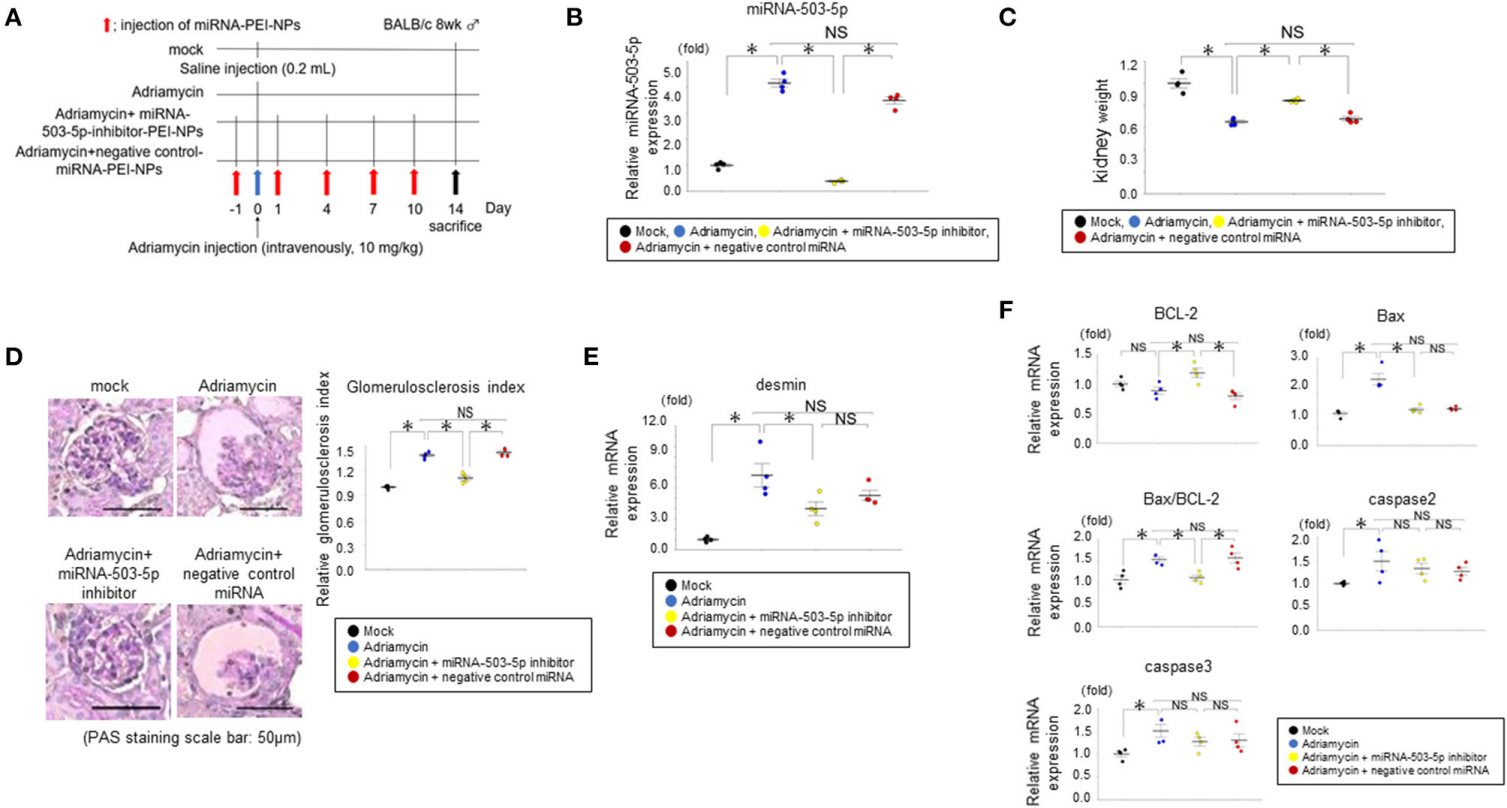
**(A)** Protocol for administration of miRNA-503-5p-inhibitor-PEI-NPs to adriamycin mice. **(B)** Results of qRT-PCR analysis of the inhibition of miRNA-503-5p in adriamycin kidneys following an injection of miRNA-503-5p-inhibitor-PEI-NPs. miRNA-503-5p expression in each group (*n* = 4 each). Values represent mean ± SE (error bars). *p < 0.05, ANOVA, Tukey's test. **(C)** Effects of miRNA-503-5p-inhibitor-PEI-NPs on kidney weight. Ratios of adriamycin kidney weight to contralateral kidney weight in each group (*n* = 4 each). Values represent mean ± SE (error bars). *p < 0.05, ANOVA, Tukey's test. **(D)** Effects of miRNA-503-5p-inhibitor-PEI-NPs on glomerulosclerosis changes in adriamycin kidneys (*n* = 4 each). Periodic-acid Schiff staining paraffin sections. Magnification: ×200. Scale bar: 50 μm. Values represent mean ± SE (error bars). *p < 0.05, ANOVA, Tukey's test. **(E)** Changes in a glomerulosclerosis marker in adriamycin-injected mice. Results of the qRT-PCR analysis of expression of desmin in each group (*n* = 4 each). Values represent mean ± SE (error bars). *p< 0.05, ANOVA, Tukey's test. **(F)** Effects of miRNA-503-5p-inhibitor-PEI-NPs on the expression of B-cell lymphoma-2 (BCL-2), caspase 2, and caspase 3 in adriamycin kidneys. Results of the qRT-PCR analysis of BCL-2, caspase 2, and caspase 3 expression in each group (*n* = 4 each). Values represent mean ± SE (error bars). *p < 0.05, ANOVA, Tukey's test.

### Effects of miRNA-PEI-NPs on the Adriamycin-Injected Kidney Weight

The ratio of the weight of the adriamycin-injected kidneys to that of uninjected kidneys in each group are shown in Figure 9C. The ratio was significantly lowered in the adriamycin-injected mice compared to the mock group. This difference was suppressed by the administration of miRNA-503-5p-inhibitor-PEI-NPs, but not of control-miRNA-PEI-NPs.

### Effects of miRNA-503-5p-Inhibitor-PEI-NPs on Glomerulosclerosis and Apoptosis Mediators in Adriamycin Kidneys

There was a significant increase in the glomerulosclerosis index in the adriamycin nephropathy of the adriamycin + non-injection group compared to the mock group (Figure 9D). This pathological change was significantly improved by the administration of miRNA-503-5p-inhibitor-PEI-NPs, but not by control-miRNA-PEI-NPs. Pathological changes in each group were confirmed by PAS staining, with the mean glomerulosclerosis index values as follows: the adriamycin + non-injection group, 1.39 ± 0.02; adriamycin + miRNA-503-5p-inhibitor-PEI-NP group, 1.11 ± 0.02; and adriamycin + control-miRNA-PEI-NP group, 1.41 ± 0.02 compared with the mock group (Figure 9D), again showing that the pathological change in adriamycin nephropathy was significantly inhibited by miRNA-503-5p-inhibitor-PEI-NPs, but not by control-miRNA-PEI-NPs (Figure 9D). The qRT-PCR analysis results demonstrated that the expression of desmin mRNA was not lowered in the adriamycin + non-injection group compared to the mock kidneys (Figure 9E).

BCL-2 has been reported to be a target of miRNA-503-5p (20). Our qRT-PCR analysis revealed that the expression of BCL-2 was upregulated in the adriamycin nephropathy kidneys than in the mock kidneys, and this increase was significantly suppressed by the miRNA-503-5p-inhibitor-PEI-NPs, but not by the control-miRNA-PEI-NPs (Figure 9F).

We also evaluated changes in the expressions of caspase 2 and caspase 3, which are considered pivotal signaling molecules in the progression of apoptosis (21). The expression levels of caspase 2 and caspase 3 were also upregulated in the adriamycin kidneys than in the mock kidneys (Figure 9F), but these increases were not significantly suppressed by miRNA-503-5p-inhibitor-PEI-NPs or control-miRNA-PEI-NPs (Figure 9F).

## Discussion

In this study, the serum levels of miRNA-503-5p were decreased in patients with age-dependent renal impairment. However, the inhibition of miRNA-503-5p had no effect on age-dependent renal impairment, although the inhibition of miRNA-503-5p had a therapeutic effect on renal fibrosis by inhibiting pro-fibrotic (Smad7–TGF-β_1_) signaling pathways and glomerulosclerosis by suppressing (Bax/BCL-2 axis) signaling pathways in an *in vivo* animal model. These results indicate that miRNA-503-5p is related to age-dependent renal impairment. Additionally. miRNA-503-5p may play a pivotal part in the progression of renal fibrosis and glomerulosclerosis, and the therapeutic effect of miRNA-503-5p-inhibitor-PEI-NPs on age-dependent renal impairment merits further investigation.

The previous study reported that the inhibition of miRNA-503-5p in cultured tubular interstitial fibroblasts in mice suppressed fibrosis (22). Another study reported that an inhibition of miRNA-503-5p in cultured human kidney-2 (HK-2) cells was involved in the suppression of diabetic nephropathy through the suppression of apoptosis (23). However, the possibility that miRNA-503-5p is related to age-dependent renal impairment has not been reported to the best of our knowledge. In this study, we first used the microarray method to comprehensively screen miRNAs whose expressions differed by >twofold or by <50% in the kidneys in four types of model mice: young normal aging model mice (SAMR1-10wk), old normal aging model mice (SAMR1-50wk), young aging accelerated model mice (SAMP1-10wk), and aging accelerated model mice (SAMP1-50wk). Four of the identified miRNAs (miRNA-467a-3p,−3091-5p,−3095-3p, and−6981-5p) have not been reported to exist in humans.

Our qRT-PCR analyses identified six miRNAs (miRNA-142a-3p,−142a-5p,−144-3p,−155-5p,−503-5p,−1231-5p) as biomarker candidates for age-dependent renal impairment (Figure 3). When the expression levels in human serum were examined by qRT-PCR, only miRNA-503-5p was significantly increased in the patients with age-dependent renal impairment by ~2 fold in comparison to the healthy elderly subjects (Figure 5). These results indicate that the serum expression of miRNA-503-5p may be useful as a diagnostic biomarker for age-dependent renal impairment. However, because the number of cases is small (*n* = 13 each group), further investigations of greater numbers of cases are necessary to test our findings.

Next, although the administration of the miRNA-503-5p-inhibitor did not show a therapeutic effect on age-dependent renal impairment, i.e., in the SAMP1 mice, the administration of the miRNA-503-5p-inhibitor was observed to exert therapeutic effects on the renal fibrosis induced by UUO and the glomerulosclerosis induced by intravenous adriamycin injection. The reason why the miRNA-503-5p-inhibitor did not exhibit a therapeutic effect on age-dependent renal impairment can be explained by the studies demonstrating that the development of age-dependent renal impairment is associated with complex and diverse pathological conditions. These include renal tubulointerstitial fibrosis and glomerulosclerosis, as well as arteriosclerosis, amyloid deposition, and renal inflammaging caused by oxidative stress and proinflammatory cytokines, including interleukin-6 and tumor necrosis factor-α (3, 24–27). An miRNA-503-5p-inhibitor alone cannot regulate all of these conditions and inhibit age-dependent renal impairment.

In the present investigation, the miRNA-503-5p-inhibitor was administered to SMAP1-20wk mice until they reached the age of 30 weeks because the expression of miRNA-503-5p in the kidney increased at the same time as podocin expression decreased in the kidney of SAMP1-20wk mice. Although the miRNA-503-5p-inhibitor did not show a therapeutic effect on age-dependent renal impairment, further studies regarding the period of administration and the evaluation time are necessary and may reveal different findings.

In contrast, we observed that the administration of the miRNA-503-5p-inhibitor exerted therapeutic effects on the renal fibrosis and glomerulosclerosis (observed in age-dependent renal impairment) induced by UUO and intravenous adriamycin injection. It is thus possible that miRNA-503-5p can improve at least some of the lesions observed in age-dependent renal impairment. We plan to use differing administration periods and evaluation time points for the use of the miRNA-503-5p-inhibitor in SAMP1 mice in future studies.

We used PEI-NPs to suppress the miRNA-503-5p expression in this study; PEI-NPs are polymers that are reported to effectively deliver oligonucleotides that can modulate target gene expressions in the kidney, and they are thought to be suitable to viral vector because of their biocompatibility and long-term safety (28). In these experiments, the administration of miRNA-503-5p-inhibitor-PEI-NPs resulted in a significant inhibition of miRNA-503-5p in the SAMP1 mice, UUO mice, and mice with glomerulosclerosis induced by intravenous adriamycin injection. Additionally, inhibition of miRNA-503-5p promotes colorectal cancer by increasing the expression of vascular endothelial growth factor-A (29). In addition, inhibition of miRNA-503-5p promotes carotid artery stenosis by increasing the expression of fibroblast growth factor 2 (30). Therefore, miRNA-503-5p-inhibitor-PEI-NPs may be able to suppress age-dependent renal impairment but may also be involved in the development of colorectal cancer and carotid artery stenosis. It is therefore necessary to verify the therapeutic effects of miRNA-503-5p-inhibitor-PEI-NPs in other organs.

Our study has several limitations. The analysis of the findings might be limited by sample sizes. In addition, the changes in miRNA expressions depending on the stage of chronic kidney disease in the patient with age-dependent renal impairment were not analyzed. Lastly, the effect of miRNA-503-5p-inhibitor-PEI-NPs in other organs should also be evaluated.

## Conclusion

Our present findings demonstrate that serum levels of miRNA-503-5p were decreased in patients with age-dependent renal impairment. However, the inhibition of miRNA-503-5p had no effect on age-dependent renal impairment, although the inhibition of miRNA-503-5p had therapeutic effects on renal fibrosis and glomerulosclerosis in an *in vivo* animal model. These results indicate that miRNA-503-5p might be related to age-dependent renal impairment.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GEO database with accession GSE198741.

## Ethics Statement

The studies involving human participants were reviewed and approved by Jichi Medical University Ethics Committee. The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by Jichi Medical University Ethics Committee.

## Author Contributions

SK, HI, AA, KH, and SO collected serum sample. YM corrected this manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by JSPS KAKENHI Grant Number 17K09708.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## References

[1] HallanSIMatsushitaKSangYMahmoodiBKBlackCIshaniA. Age and association of kidney measures with mortality and end-stage renal disease. JAMA. (2012) 308:2349–2360. 10.1001/jama.2012.1681723111824PMC3936348

[2] WangGKwanBCLaiFMChoiPCChowKMLiPK. Intrarenal expression of miRNAs in patients with hypertensive nephrosclerosis. Am J Hypertens. (2010) 23:78–84. 10.1038/ajh.2009.20819910931

[3] ZhouXJRakhejaDYuXSaxenaRVaziriNDSilvaFG. The aging kidney. Kidney Int. (2008) 74:710–720. 10.1038/ki.2008.31918614996

[4] FabianMRSonenbergNFilipowiczW. Regulation of mRNA translation and stability by microRNAs. Annu Rev Biochem. (2010) 79:351–379. 10.1146/annurev-biochem-060308-10310320533884

[5] BackesCMeeseEKellerA. Specific miRNA disease biomarkers in blood, serum and plasma: challenges and prospects. Mol Diagn Ther. (2016) 20:509–518. 10.1007/s40291-016-0221-427378479

[6] YanaiKKanekoSIshiiHAomatsuAItoKHiraiK. Quantitative real-time PCR evaluation of microRNA expressions in mouse kidney with unilateral ureteral obstruction. J Vis Exp. (2020) 162. 10.3791/6138332925880

[7] DaehnICasalenaGZhangTShiSFenningerFBaraschN. Endothelial mitochondrial oxidative stress determines podocyte depletion in segmental glomerulosclerosis. J Clin Invest. (2014) 124:1608–1621. 10.1172/JCI7119524590287PMC3973074

[8] KandaY. Investigation of the freely available easy-to-use software 'EZR' for medical statistics. Bone Marrow Transplant. (2013) 48:452–8. 10.1038/bmt.2012.24423208313PMC3590441

[9] MorishitaYYoshizawaHWatanabeMIshibashiKMutoSKusanoE. siRNAs targeted to Smad4 prevent renal fibrosis *in vivo*. Sci Rep. (2014) 4:6424. 10.1038/srep0642425236771PMC4168270

[10] RagniEDe LucaPPerucca OrfeiCColombiniAViganoMLuganoG. Insights into inflammatory priming of adipose-derived mesenchymal stem cells: validation of extracellular vesicles-embedded miRNA reference genes as A crucial step for donor selection. Cells. (2019) 8:369. 10.3390/cells804036931018576PMC6523846

[11] LiuXZhangLChengKWangXRenGXieP. Identification of suitable plasma-based reference genes for miRNAome analysis of major depressive disorder. J Affect Disord. (2014) 163:133–9. 10.1016/j.jad.2013.12.03524479999

[12] RaijLAzarSKeaneW. Mesangial immune injury, hypertension, and progressive glomerular damage in Dahl rats. Kidney Int. (1984) 26:137–143. 10.1038/ki.1984.1476239058

[13] DasguptaIPorterCInnesABurdenR. “Benign” hypertensive nephrosclerosis. QJM. (2007) 100:113–9. 10.1093/qjmed/hcl13917244670

[14] ImaiEHorioMNittaKYamagataKIsekiKHaraS. Estimation of glomerular filtration rate by the MDRD study equation modified for Japanese patients with chronic kidney disease. Clin Exp Nephrol. (2007) 11:41–50. 10.1007/s10157-006-0453-417384997

[15] IshiiHKanekoSYanaiKAomatsuAHiraiKOokawaraS. MicroRNA expression profiling in diabetic kidney disease. Transl Res. (2021) 237:31–52. 10.1016/j.trsl.2021.05.00834102327

[16] AomatsuAKanekoSYanaiKIshiiHItoKHiraiK. MicroRNA expression profiling in acute kidney injury. Transl Res. (2021) 4:S1931-5244(21)00283-8.10.1016/j.trsl.2021.11.01034871811

[17] JiangQHeXZouYDingYLiHChenH. Altered gut microbiome promotes proteinuria in mice induced by Adriamycin. Amb Express. (2018) 8:1–8. 10.1186/s13568-018-0558-729492783PMC5833890

[18] KanekoSYanaiKIshiiHAomatsuAItoKHiraiK. Detection of microRNA expression in the kidneys of immunoglobulin a nephropathic mice. JoVE. (2020) e61535. 10.3791/6153532716396

[19] FeiYShanWChenX. MiR-503-5p functions as an oncogene in oral squamous cell carcinoma by targeting Smad7. Histol Histopathol. (2020) 35:893–901. 10.14670/HH-18-22032319077

[20] WangTGeGDingYZhouXHuangZZhuW. MiR-503 regulates cisplatin resistance of human gastric cancer cell lines by targeting IGF1R and BCL2. Chin Med J. (2014) 127:2357–62.24931256

[21] ElmoreS. Apoptosis: a review of programmed cell death. Toxicol Pathol. (2007) 35:495–516. 10.1080/0192623070132033717562483PMC2117903

[22] MannCKaisthaBPKacikMStieweTHoyerJ. Downregulation of miR-503 in activated kidney fibroblasts disinhibits KCNN4 in an *in vitro* model of kidney fibrosis. Kidney Blood Press Res. (2019) 44:113–22. 10.1159/00049887530808854

[23] CaoXFanQL. LncRNA MIR503HG promotes high-glucose-induced proximal tubular cell apoptosis by targeting miR-503-5p/Bcl-2 pathway. Diabetes Metab Syndr Obes. (2020) 13:4507–17. 10.2147/DMSO.S27786933262626PMC7691658

[24] TauchiHTsuboiKOkutomiJ. Age changes in the human kidney of the different races. Gerontologia. (1971) 17:87–97. 10.1159/0002118115093734

[25] MuhlbergWPlattD. Age-dependent changes of the kidneys: pharmacological implications. Gerontology. (1999) 45:243–253. 10.1159/00002209710460985

[26] van der HeijdenRABijzetJMeijersWCYakalaGKKleemannRNguyenTQ. Obesity-induced chronic inflammation in high fat diet challenged C57BL/6J mice is associated with acceleration of age-dependent renal amyloidosis. Sci Rep. (2015) 5:16474. 10.1038/srep1647426563579PMC4643235

[27] SepeVLibettaCGregoriniMRampinoT. The innate immune system in human kidney inflammaging. J Nephrol. (2021). 10.1007/s40620-021-01153-434826123PMC8617550

[28] MorishitaYImaiTYoshizawaHWatanabeMIshibashiKMutoS. Delivery of microRNA-146a with polyethylenimine nanoparticles inhibits renal fibrosis in vivo. Int J Nanomedicine. (2015) 10:3475–88. 10.2147/IJN.S8258725999712PMC4435251

[29] WeiLSunCZhangYHanNSunS. miR-503-5p inhibits colon cancer tumorigenesis, angiogenesis, and lymphangiogenesis by directly downregulating VEGF-A. Gene Ther. (2022) 29:28–40. 10.1038/s41434-020-0167-332533103

[30] YanZWangHLiangJLiYLiX. MicroRNA-503-5p improves carotid artery stenosis by inhibiting the proliferation of vascular smooth muscle cells. Exp Ther Med. (2020) 20:85. 10.3892/etm.2020.921332968442PMC7500050

How the deposited data were processed for this re-analysis (not part of the article)

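The microarray part of the study was analysed from the authors' deposited files. Kidney RNA of 16 mice, 4 in each group of SAMR1 and SAMP1 mice at 10 and 50 weeks of age, had been labelled with Cy3 and hybridized to 1-colour Agilent arrays of 1881 mouse miRNAs, 1 mouse per array. The qRT-PCR, histological and serum measurements were not analysed here.

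The authors deposited the output of Agilent's Feature Extraction software for each array, which is not scaled between arrays. The intensity values had been background-subtracted by the authors in that software, as deposited. The files hold 3 kinds of intensity: the total gene signal per miRNA, the background-subtracted processed signal per spot, and the raw mean and local background signal per spot. A call of detected or not accompanies each miRNA. The total gene signal of a miRNA called not detected was 0.1 on every array. The authors also deposited a table of processed values on the log2 scale. Set against the scanner signals, for all 1881 miRNAs these were log2 of the total gene signal, with signals under 1 of detected miRNAs raised to 1, minus a constant for each array and minus the mean of SAMR1-10wk for each miRNA. Within an array this constant varied by at most 2.04e-05 between miRNAs. It lay at most 0.13 away from the log2 of the array's 90th percentile, both taken against SAMR1-10wk, and the exact rule behind it stays unknown. The median value per array lay between -1.15 and 0.22. Baseline correction to SAMR1-10wk and scaling to the 90th percentile are named in the methods.

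From the files, log2 of the total gene signal was computed after scaling each array to its 90th percentile over all 1881 miRNAs. Scaled signals were then raised to the array's own lowest signal of a detected miRNA, between 0.895 and 1.50 before scaling. Only the 381 miRNAs detected on all 4 arrays of at least 1 group were tested. The files were read with Python 3.11.15 and its packages pandas 2.3.3 and numpy 2.4.6, figures were drawn with matplotlib 3.10.9, and the tests were made with limma 3.58.1 in R 4.3.3, with 1 mean per group, empirical Bayes moderation and Benjamini-Hochberg adjustment. Contrasts were taken for strain, age, their interaction, each pair of groups, and all group differences together. The threshold was an adjusted p under 0.05 and a fold change over 2. Single comparisons also had an exact permutation test of group means, two-sided.

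No spot of a tested array was saturated. The number of miRNAs detected per array, 352 to 445, takes the place of depth, and signals near the lowest detected one carry the largest error. Undetected values enter at the floor. By total gene signal, a fold change with undetected values on its lower side only can be understated. It can be overstated where the miRNA's own detection limit lies above the floor. miRNA-503-5p was detected at no signal under 2.13, against floors of 0.895 to 1.50. A fold change can also be overstated where undetected values lie on its higher side, as for miRNA-3091-5p and miRNA-1231-5p. Between 2 arrays of 1 group the correlation over the 322 miRNAs detected on all arrays was 0.985 to 0.997, and no 2 arrays held identical values. The 10-week arrays lay on 1 slide and the 50-week arrays on the other. Slide cannot be a term beside age. It took the place of age in a model of the strain effect, and the strain effect was also fitted within each slide.

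The text names every miRNA of Tables 1A to 1C, the reference miRNAs of the qRT-PCR, miRNA-16-5p and miRNA-423-5p, the members of the lists below in their tests, and, for strain, age and the interaction, the 5 miRNAs with the largest change past the threshold whose 2 sides do not overlap (for the interaction, past the threshold). miRNA-6939-5p, miRNA-669n and the miRNAs of 1 outlying kidney were named after their values were seen. The lists were the members of the miRNA-503 cluster, miRNAs of erythrocytes (miRNA-451a, miRNA-144-3p, miRNA-144-5p, miRNA-486a-5p, miRNA-486b-5p), of leukocytes (miRNA-142a-3p, miRNA-142a-5p, miRNA-150-5p, miRNA-155-5p, miRNA-223-3p, miRNA-146a-5p, miRNA-342-3p, miRNA-342-5p), of kidney epithelium (miRNA-192-5p, miRNA-194-5p, miRNA-204-5p, miRNA-30a-5p, miRNA-10a-5p, miRNA-10b-5p) and of fibroblasts.

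The alternatives were the processed signal in place of the total gene signal, the normexp background correction with an offset of 50, the 90th or 75th percentile over the miRNAs detected on all arrays, quantile normalization, no scaling, no filter, a filter on detection on all 16 arrays, a common floor, signals as deposited, the methods' two-way analysis of variance unadjusted and with Benjamini-Hochberg adjustment, the same analysis unadjusted on all miRNAs with signals as deposited, limma with a mean-variance trend, no fold limit, slide in place of age or each slide alone, the animal number as a block, and each array left out in turn. The authors' processed values under 3 filters and 3 tests, 9 settings in all, were added after the data had been seen. For chance, 100 assignments of the arrays to 4 groups of 4, the real one included, were tested in the same way. The tests were checked on simulated data made from the means and spreads of the 381 miRNAs, in which 40 miRNAs each were given a log2 change of 2 by strain, age or interaction. Of these 97.5%, 100% and 95% were recovered, with 0 false calls each. The simulated values had no floor and no undetected arrays, and the changes lay well past the 2-fold limit. The check thus does not cover changes close to 2-fold or values at the floor.

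Spots of 4 labelled spike-in controls were used to compare the slides. They were chosen after the control signals were seen, leaving out controls near background and a second family of 4 spike-ins, which lay higher in SAMP1. Both families were then set side by side between strains and between slides. The miRNA genes near miRNA-503 were read from the RefSeq annotation of GRCm38.p6 and no coordinates are given, since the array design was annotated on another build.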

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

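The tests on the SAMP1-50wk kidney of animal 2, the comparison of miRNA-142a-3p between the SAMR1 groups, the white blood cell values with 1 kidney left out and against each group alone, and the choice of miRNA-6939-5p and miRNA-669n were made after the result was seen, and the other tests in this part were set beforehand.

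In 6 of 75 combinations of a group and a measure, 1 kidney lay far from the other 3, past the limit of Dixon's ratio of the gap to the range for 4 values. Chance alone gives this in about 1 in 20 groups. In SAMP1-10wk, animal 5 had a log2 signal of 2.66 for miRNA-503-5p against 1.83 to 1.94 in the other 3, a gap of 0.868 of the range, and of 2.34 for miRNA-181a-1-3p against 1.43 to 1.56, a gap of 0.865. Animal 3 of that group had 1.45 for miRNA-290b-3p against 2.25 to 2.35, a gap of 0.886. These are dim signals, and no explanation was tested for them.

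In SAMP1-50wk, animal 2 had 3.98 for miRNA-342-3p against 2.35 to 2.59, a gap of 0.853, and 4.73 for miRNA-155-5p against 3.69 to 3.77, a gap of 0.921. The 10 brightest miRNAs took 62.5% of its total signal against 68.5% to 69.2%, a gap of 0.887. One factor of brightness for all miRNAs would leave this share as in the other kidneys, so 62.5% argues against a single brightness factor as the whole cause. A brighter array that raised dim miRNAs more than bright ones could account for the difference. Before scaling, of the 322 miRNAs detected on all arrays, 104 lay more than 0.5 log2 above and 0 lay more than 0.5 log2 below the other 3 kidneys, against 1 and 0, 2 and 4, and 0 and 77 for animals 1, 4 and 11. Such brightness and a change in this kidney cannot be told apart on 1 array. After scaling the counts for animal 2 were 19 and 10, but the scaling centres them, and a comparison of miRNA-21a-5p at 1.18 above the other kidneys with the kidney epithelial miRNAs at -0.30 to 0.64 did not decide either. More white blood cells in this kidney would raise their miRNAs together. miRNA-142a-3p was higher by 0.35, miRNA-142a-5p by 0.40, miRNA-223-3p by 0.61 and miRNA-146a-5p by 0.81, but miRNA-150-5p was lower, at -0.82, which argues against a rise in all white blood cells. A change in the make-up of these cells, another injury of this kidney and its dissection stay open and were not tested.

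The difference between SAMP1 and SAMR1 was not the same at 50 and at 10 weeks for 8 named miRNAs (interaction in limma, Benjamini-Hochberg). For miRNA-451a it was 5.44 higher at 50 weeks (adjusted p = 0.0086) and for miRNA-144-3p 6.79 higher (adjusted p = 0.0108). Both are abundant in red blood cells. Residual blood in the kidney tissue may account for them. The other red blood cell miRNAs on the list that could be followed, miRNA-144-5p and miRNA-486a-5p, were each detected on 6 of the 16 arrays, 2, 0, 1 and 3 of SAMR1-10wk, SAMR1-50wk, SAMP1-10wk and SAMP1-50wk. Within groups, over the 16 kidneys, miRNA-144-5p followed miRNA-451a with r = 0.655 (permutation test within groups, two-sided, p = 0.0157, adjusted over 8 relations 0.0402) and rho = 0.632 (permutation p = 0.0186, adjusted 0.0496). miRNA-486a-5p followed it with r = 0.795 (permutation p = 0.00311, adjusted 0.0124) and rho = 0.818 (permutation p = 0.00221, adjusted 0.00884). These use the processed signal, also on arrays that did not detect the miRNA, and without the 2 kidneys farthest from the median r was 0.553 and 0.709. The paper names a wash or flow of PBS for kidneys used in histology and for mice given an inhibitor, a ureteral obstruction or adriamycin, and none was found in its methods for the kidneys used on the arrays. A change in the kidneys themselves with strain and age stays open as untested.

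For miRNA-142a-3p the interaction was 1.27 (adjusted p = 0.00455) and for miRNA-142a-5p 1.36 (adjusted p = 0.00455). These are abundant in white blood cells, and more of those in the SAMP1-50wk kidneys may account for the rise. So is miRNA-155-5p, with an interaction of 1.32 (adjusted p = 0.00782). In SAMP1-50wk it lay 0.74 above the mean of the other groups, and 0.49 without animal 2 of that group (adjusted p = 0.0115). But it differed between SAMP1-50wk and SAMP1-10wk by 0.34 (adjusted p = 0.231) and between SAMP1-50wk and SAMR1-10wk by 0.45 (adjusted p = 0.123). From SAMR1-10wk to SAMR1-50wk it fell by 0.98 (adjusted p = 0.0101). The white blood cell miRNAs outside Tables 1A to 1C were also higher in SAMP1-50wk than in the mean of the other groups, miRNA-150-5p by 0.73 (adjusted p = 0.00241), miRNA-223-3p by 0.50 (adjusted p = 0.00385) and miRNA-146a-5p by 0.30 (adjusted p = 0.0697), 2 of 3 past an adjusted p of 0.05 over all miRNAs tested and 3 of 3 adjusted over the list alone. Without SAMP1-50wk animal 2 they were 0.93 (adjusted p = 0.000176), 0.34 (adjusted p = 0.00992) and 0.10 (adjusted p = 0.334), so the value of miRNA-146a-5p rests largely on that kidney. Against SAMP1-10wk alone they were 0.35 (adjusted p = 0.164), 0.55 (adjusted p = 0.0103) and 0.38 (adjusted p = 0.0823), and their interactions were 0.61 (adjusted p = 0.102), 0.41 (adjusted p = 0.132) and 0.08 (adjusted p = 0.769). As with miRNA-155-5p, then, a rise of miRNA-150-5p or miRNA-146a-5p within SAMP1 is not shown, and miRNA-150-5p also differed between strains by 0.74 (adjusted p = 0.00154). Only miRNA-223-3p of the 3 differed from each of the other groups at an adjusted p under 0.05. With all kidneys their median of 0.50 lay at percentile 99.6 of 10000 random lists of the same brightness, while the median of the 322 miRNAs detected on all arrays was -0.18. All 3 were higher under each scaling tried, with medians of 0.50 to 1.13. Residual blood in the kidney tissue is not the only source of miRNA-142a-3p. From SAMR1-10wk to SAMR1-50wk miRNA-451a fell by 3.22, while miRNA-142a-3p rose by 0.11. A share of it could still come from blood. Within groups miRNA-142a-3p followed miRNA-451a with r = 0.620 (permutation p = 0.0485, adjusted 0.0775; rho = 0.574, permutation p = 0.0674, adjusted 0.0899), and miRNA-142a-5p with r = 0.691 (permutation p = 0.0201, adjusted 0.0402) and rho = 0.641 (permutation p = 0.0305, adjusted 0.0611). Without the 2 farthest kidneys r was 0.453 and 0.579. Of the white blood cell miRNAs in these 8 relations, only miRNA-142a-5p followed miRNA-451a past an adjusted p of 0.05, by r and not by rho. For miRNA-150-5p r was 0.301 (permutation p = 0.291, adjusted 0.388) and rho 0.491 (permutation p = 0.0501, adjusted 0.0801). For miRNA-155-5p r was -0.110 (permutation p = 0.780) and rho -0.144 (permutation p = 0.588). For miRNA-223-3p r was -0.169 (permutation p = 0.600) and rho -0.0471 (permutation p = 0.877). Without the 2 farthest kidneys r for these 3 was 0.250, -0.133 and -0.316. These values use the processed signal. By total gene signal miRNA-150-5p had r = 0.547 (permutation p = 0.0571, adjusted 0.0762) and rho = 0.626 (permutation p = 0.0387, adjusted 0.0620). There r was 0.616 for miRNA-142a-3p, -0.227 for miRNA-155-5p and -0.244 for miRNA-223-3p. Higher expression within kidney cells stays open, since no cells were counted, and so does the difference of strain and age.

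For miRNA-181a-1-3p the interaction was -1.74 (adjusted p = 0.0191), for miRNA-132-3p 1.53 (adjusted p = 0.0475) and for miRNA-290b-3p -1.43 (adjusted p = 0.0192). The interaction of the 322 miRNAs detected on all arrays had a median of -0.26, so the negative values are -1.74 and -1.43 against a common shift in that direction. With the 90th percentile over those 322 miRNAs they were -1.50 and -1.19 and did not pass. miRNA-181a-1-3p was detected on 1, 2, 4 and 1 arrays of SAMR1-10wk, SAMR1-50wk, SAMP1-10wk and SAMP1-50wk, so that its value rests on floors on both sides and has no size to read. No biological explanation was tested for them. Over all miRNAs, 1 of 100 assignments of the arrays to groups, the real one included, gave as many as the 10 of the interaction, so chance is an unlikely source of that count.

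Outside the paper's tables, miRNA-6939-5p was lower in SAMP1 by a log2 fold change of -1.03 (adjusted p = 0.00839). miRNA-669n was higher in SAMP1-50wk than in SAMR1-50wk by 1.60 (adjusted p = 0.0405). Neither explanation, technical or biological, was tested for them, and both are dim.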

How the results depend on the processing

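The authors' processed values, in 9 combinations of filter and test, were run after the result was seen. The main settings and the other 19 alternatives, besides leaving out each of the 16 arrays, were chosen before the data were examined. The cause was not tested for any of the changes below, except where the setting itself tests fewer or more miRNAs or drops the limit on the fold. The counts are those of the strain, age and interaction effects, the test over 4 groups, and the miRNAs higher or lower in SAMP1-50wk than in every other group, which were 8, 0, 10, 29, 3 and 0.

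With the processed signal, gProcessedSignal, the strain effect gave 3, the interaction 5 and the 4 groups 11. With normexp at an offset of 50, which compresses dim signals, the strain effect gave 0, the interaction 2, the 4 groups 3, SAMP1-50wk higher 1 and miRNA-503-5p 0.00727, against 0.51 with the processed signal. The interaction gave 5 with the 90th percentile and 3 with the 75th percentile over miRNAs detected on all arrays. Quantile normalization gave 3 for age, 6 for the interaction and 6 for SAMP1-50wk lower. No scaling gave 33 for strain, 1 for age, 5 for the interaction, 80 for the 4 groups and 11 for SAMP1-50wk higher, and a strain log2 fold change of miRNA-503-5p of 1.43, past 2-fold, from 0.91.

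With no filter, which tests more miRNAs, the interaction gave 4, SAMP1-50wk higher 6 and lower 1. With only miRNAs detected on all 16 arrays, the strain effect gave 2, the interaction 4 and the 4 groups 9, and miRNA-503-5p was not tested. Signals as deposited gave 2 for age and 2.62 for miRNA-503-5p. The two-way analysis of variance, unadjusted, gave 2 for age. On all miRNAs with signals as deposited it gave 23 for strain, 13 for age, 5 for SAMP1-50wk higher and 2.62 for miRNA-503-5p. With no fold limit the counts were 119, 44, 102 and 182, with 6 for SAMP1-50wk higher and 40 for lower, and miRNA-503-5p passed at 0.91. Within the slide of the 10-week mice the strain effect gave 5, and within that of the 50-week mice 16, with miRNA-503-5p past 2-fold at 1.03.

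With the authors' processed values, chosen after the values were seen, limma gave 2 for age and 2.64 for miRNA-503-5p. The analysis of variance with Benjamini-Hochberg gave 1 for age, 6 for the interaction and 2.64 for miRNA-503-5p. Unadjusted, it gave 18 for strain, 4 for age and 2.64 for miRNA-503-5p. With no filter, limma gave 28 for strain, 0 for the interaction, 10 for SAMP1-50wk higher and 2.64 for miRNA-503-5p. The analysis of variance with no filter and Benjamini-Hochberg gave 21 for strain, 0 for the interaction and 2.64 for miRNA-503-5p, and unadjusted 23 for strain, 12 for age, 5 for SAMP1-50wk higher and 2.64 for miRNA-503-5p. With only miRNAs detected on all 16 arrays, limma gave 2 for strain, 4 for the interaction and 9 for the 4 groups, the analysis of variance with Benjamini-Hochberg 2, 4 and 8, and unadjusted 2, 5 and 9.

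Animal numbers recur between groups. With the animal number as a replicate block, the interaction gave 0, the 4 groups 6, SAMP1-50wk higher 0 and lower 2. The numbers do not pair the kidneys: of 7 pairs of the same number the correlation of deviations from the group means was -0.43 to 0.21, with 2 over 0.1. The block of 10 numbers leaves 3 residual degrees of freedom, so these counts say nothing about the size of an effect.

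The direction of 5 values turned, none of them past the threshold in the main setting. Between strains miRNA-1231-5p was -0.0469 with normexp, miRNA-16-5p, at -0.06 in the main setting, was 0.15 with normexp and 0.47 with no scaling, and miRNA-423-5p, at -0.08, was 0.44 with no scaling. For let-7d-3p the interaction was 0.16 with no scaling, and the change from SAMR1-10wk to SAMR1-50wk was -0.0173 with the 90th percentile and -0.00257 with the 75th percentile over miRNAs detected on all arrays, -0.0738 with quantile normalization and -0.0109 with no scaling. As 3 SAMR1-10wk values of let-7d-3p are at the floor, these have no order. No other of the 36 results changed direction.

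With 1 array left out, the strain effect gave 6 to 10, the interaction 8 to 13 and the 4 groups 22 to 35. The age effect gave 0 to 3, with 3 without SAMP1-50wk animal 11, 2 without SAMP1-10wk animal 4, 2 without SAMR1-50wk animal 2, and 1 without SAMR1-10wk animal 5 or SAMR1-50wk animal 12. SAMP1-50wk higher gave 2 to 9, with 9 without SAMP1-50wk animal 11 and 5 without SAMR1-50wk animal 6. SAMP1-50wk lower gave 0 to 1, with 1 without SAMP1-10wk animal 3, SAMP1-50wk animal 11 or SAMR1-50wk animal 9. miRNA-503-5p lay between 0.78 and 1.04 and passed 2-fold without SAMR1-50wk animal 12, at 1.04.

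The scaling decides how many miRNAs lie on each side. For miRNAs at the adjusted p alone, 23.5% of those between strains were higher in SAMP1, against 37.8% with the 90th percentile over miRNAs detected on all arrays and 100% with no scaling. With the fold limit 87.5% were higher, against 33.3% with quantile normalization and 100% with no scaling. For age 40.9% were higher at 50 weeks, against 55.1% and 52.5% with the 90th and 75th percentile over miRNAs detected on all arrays and 91.7% with no scaling. For the interaction 6.86% were higher, against 54.5%, 100%, 25% and 100% with these percentiles, quantile normalization and no scaling, and with the fold limit 70% against 100%, 100%, 83.3% and 100%. The median strain difference of the 322 miRNAs detected on all arrays was -0.09, and 0.44 with no scaling. The median interaction was -0.26, and -0.02, -0.07, -0.16 and 0.25 in the same order.

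miRNA-467a-3p has no fold by total gene signal here, since none can be given with the floor. Its log2 processed signal was 4.46 ± 0.16 (SD, n = 4) in SAMR1-10wk and 4.35 ± 0.11 in SAMR1-50wk. It was higher in SAMP1, at 4.95 ± 0.16 in SAMP1-10wk and 4.78 ± 0.13 in SAMP1-50wk. These values include arrays that did not detect it. As deposited its log2 fold change was 2.25 (adjusted p = 0.00414), which was left out after the values were seen. Signals near the lowest detected one, 0.895 to 1.50 before scaling, limit what the arrays can show.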

Differences from the paper's values

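The settings with the authors' processed values were chosen after seeing the values, and all other settings were set before the data were examined. Of 33 fold changes set beside the paper's, 12 were counted as differing. Of the other 21, 5 have no detected array on the lower side and were left out of that count. Of these, 2 have undetected arrays on the higher side too, and also lie apart from the paper's values. The other 3 are folds against the floor, by total gene signal only. The 2 are miRNA-3091-5p between strains and miRNA-144-3p in SAMR1-50wk against SAMP1-10wk. For these 2 the paper's fold change of 23.51 and the paper's fold decrease of 12.2 stand against 3.09 and 4.28 with undetected signals at the floor, 23.2 and 11.6 with signals as deposited, and, for miRNA-144-3p, 15.9 with the replicate block.

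In Table 1A the paper gives a fold change of SAMP1 over SAMR1 of 6.25 for miRNA-503-5p, where 1.87 was found here. The paper's value for miRNA-802-5p is 4.16 against 1.67, for miRNA-6981-5p the paper's 11.69 against 2.70, for miRNA-1231-5p the paper's 8.76 against 1.99, for miRNA-205-5p the paper's 16.47 against 3.66, and for miRNA-3095-3p the paper's 34.20 against 4.31. In Table 1B the paper's value for miRNA-802-5p at 50 over 10 weeks is 4.31 against 1.82. In Table 1C the paper's values for let-7d-3p against SAMR1-10wk are 5.80 for SAMP1-10wk, 6.13 for SAMR1-50wk and 4.69 for SAMP1-50wk, against -1.04, 1.06 and -1.26 here, a negative fold standing for a lower mean. These values have no order and no decrease is read from them, since 3 of the 4 SAMR1-10wk arrays are at the floor and the signals of the other groups lie close to it. For miRNA-144-3p the paper's fold decrease from SAMR1-10wk to SAMP1-10wk is 13.8 against 3.77, and the paper's fold change of SAMP1-50wk over SAMP1-10wk is 24.62 against 6.86. For miRNA-467a-3p the paper gives 4.83 and no fold is given here, since no SAMR1 array detected it and the SAMP1 signals lie at the limit. miRNA-467a-3p is not among the 12 counted. For each of the 12, the difference closes with signals as deposited and with the two-way analysis of variance, unadjusted, on all miRNAs with signals as deposited, and in none of the other 13 settings run for it. The authors' processed values also reach the paper's values.

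Between ages the paper counts 1 miRNA and 0 were found here by limma, with 2 at an unadjusted p under 0.05 and, by the two-way analysis of variance, 2 unadjusted and 0 after Benjamini-Hochberg. Of 16 settings only no scaling gives 1, and that is miRNA-34a-5p, not miRNA-802-5p. Signals as deposited give 2, miRNA-489-3p and miRNA-802-5p. Among the 4 groups the paper counts 6 miRNAs. The test over all group differences gave 29, and of 16 settings detection on all 16 arrays and the replicate block come within 1.5 times of the paper's count, with 4 of the 6 miRNAs of Table 1C among the 9 of the first and 0 among the 6 of the second. The interaction gave 10, and 10 of 16 settings come within 1.5 times of it: gProcessedSignal, the 90th percentile over miRNAs detected on all arrays, quantile normalization, no scaling, no filter, detection on all 16 arrays, a common floor, signals as deposited, the two-way analysis of variance with Benjamini-Hochberg and limma with a trend. These hold 4 to 6 of the 6 miRNAs of Table 1C. Not within it are normexp, the 75th percentile over miRNAs detected on all arrays, both unadjusted analyses of variance, no fold limit and the replicate block.

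Of the miRNAs the paper lists, miRNA-503-5p, miRNA-802-5p, miRNA-1231-5p and miRNA-467a-3p did not pass between strains, miRNA-802-5p did not pass between ages, and let-7d-3p did not pass among the 4 groups. All pass, each in its comparison, with signals as deposited and with the unadjusted analysis of variance on all miRNAs with signals as deposited. Between strains, no scaling also calls miRNA-503-5p, miRNA-802-5p and miRNA-1231-5p, the 90th percentile over miRNAs detected on all arrays and the replicate block call miRNA-1231-5p, and no fold limit calls miRNA-503-5p and miRNA-1231-5p, and let-7d-3p among the 4 groups. Quantile normalization and no fold limit also call miRNA-467a-3p, but as lower in SAMP1, opposite to the paper, and with all SAMR1 values undetected this has no order. Within the 50-week slide miRNA-503-5p passes 2-fold. Without SAMR1-50wk animal 12 miRNA-503-5p and miRNA-1231-5p pass, and miRNA-1231-5p also without SAMR1-10wk animal 7, SAMP1-10wk animals 3 or 4 or SAMP1-50wk animal 1.

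The authors' processed values with the filter on detection in 1 group and the two-way analysis of variance with Benjamini-Hochberg, 1 of 9 combinations chosen after seeing the values, give 11 miRNAs between strains, 1 between ages, namely miRNA-802-5p, and 6 in the interaction, and drop 0 of the paper's items. In that setting the test over 4 groups gives 21. With limma the same values give 11, 2 and 7 and drop 0 as well. Unadjusted they give 18, 4 and 10 and drop 0. With no filter they give 28, 0 and 0 by limma and 21, 0 and 0 by the analysis of variance with Benjamini-Hochberg, which keep the 11 strain miRNAs and drop miRNA-802-5p between ages and, in the interaction, all 6 of Table 1C, while their tests over 4 groups give 36 and 28 and keep all 6, and 23, 12 and 15 unadjusted, which drop 0. With only miRNAs detected on all 16 arrays they keep 2 of the 11 strain miRNAs and 4 of the 6 of Table 1C and drop miRNA-802-5p between ages.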

Other observations

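The replacement of the constant given to undetected miRNAs, the choice of the spike-in controls, the comparison of the slide rows, the assignments for the count at the adjusted p alone and the tests of miRNA-503-5p under other scalings were made after the result was seen, and the other tests in this part were set beforehand.

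For 8 miRNAs between strains chance is unlikely but not excluded, since 2 of 100 assignments of the arrays to groups gave as many or more, the real one included and the other with 9. Chance is also unlikely for the 29 among the 4 groups, with 1 of 100, the smallest share these assignments can reach. The shares were not adjusted for the number of counts tested. The 0 miRNAs between ages, by limma, cannot be tested this way, since any assignment gives at least 0 and 100 of 100 did; at an unadjusted p under 0.05 there were 2, and by the two-way analysis of variance 2 unadjusted and 0 after Benjamini-Hochberg.

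In Table 1A, 2 of the 11 miRNAs were detected on all 16 arrays. Signals at the detection limit may account for part of the table but not for all of it. With undetected signals raised to the lowest detected one, 7 of the 11 still passed. The 9 miRNAs with undetected arrays lost 1.30 to 3.38 on the log2 scale, with a median of 2.15, when the constant given to undetected miRNAs was replaced, and the 2 detected on all arrays lost 0. This follows from the replacement itself, since most undetected values lie in SAMR1, and is no test of an explanation.

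A change in transcription of the whole miRNA-503 cluster was a candidate explanation of the strain difference in miRNA-503-5p. Of 11 cluster members on the array, 3 could be tested, 5 were detected on no array and 3 on too few. These 3 were detected on SAMP1 arrays only, miRNA-322-3p on 4, miRNA-542-3p on 2 and miRNA-542-5p on 1, which goes with a strain difference in the cluster but gives no size. It does not decide either, since the SAMP1 arrays were brighter before scaling and calls of detection are not scaled. The median strain difference of the 322 miRNAs detected on all arrays was then 0.44. Against 0.91 for miRNA-503-5p, the strain difference was 0.10 for miRNA-322-5p (adjusted p = 0.191) and 0.15 for miRNA-450a-5p (adjusted p = 0.0281), which argues against a change of the same size in the whole cluster. At 10 weeks these were 0.35 (adjusted p = 0.0289) and 0.33 (adjusted p = 0.00974), so a smaller rise of the cluster at that age is not ruled out, and at 50 weeks -0.14 and -0.02. Processing or stability of the single miRNA and the difference of strain stay open as untested.

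At the adjusted p alone, 44 miRNAs differed between ages, with a median change of 0.27 in size. For this count chance is unlikely, since 1 of 100 assignments gave as many, the real one included. A difference between the 2 slides cannot be told apart from age. The 4 spike-in controls used differed between slides by 0.02 to 0.21, with a median of 0.0897, at a spread within groups of 0.05 to 0.07. Controls near background were left out. A second family of 4 spike-ins differed between slides by 0.14 to 0.17, at a spread of 0.12 to 0.24. The scaling of each array can remove such a difference or not, and the design has no slide with both ages.

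A difference between the 2 slide rows cannot be told apart from strain, since the SAMP1 arrays filled 1 row and the SAMR1 arrays the other on both slides. The second family of spike-ins lay higher in SAMP1 by 0.27 to 0.48 and the first by 0.0265 to 0.11, with a median of 0.19 over the 8. Before scaling, the 322 miRNAs detected on all arrays had a median strain difference of 0.44, and after it -0.09.

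The marker lists gave these medians for SAMP1-50wk minus the mean of the other 3 groups. For the miRNA-503 cluster it was -0.18, over 3 tested miRNAs that went both ways. For red blood cells it was 2.59, over 2 of 5, both in Table 1C and picked by the study from these arrays. For white blood cells it was 0.74, over 7 of 8, with 6 at an adjusted p under 0.05 over all miRNAs tested and 7 adjusted over the list alone. This 0.74 is the value of miRNA-155-5p, which was 0.49 without SAMP1-50wk animal 2. Of the 7, 4 are in the paper's tables. For kidney epithelium it was -0.11, over 6, and for fibroblasts 0.11, over 6. Between ages the fibroblast list had a median of 0.31, with 5 of 6 at an adjusted p under 0.05, 4 of the 6 higher and 2 lower at 50 weeks.

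By qRT-PCR (Figure 3) the paper states that miRNA-503-5p was higher in SAMP1-50wk than in each of the other groups. On the arrays its log2 signal in SAMP1-50wk was 1.65 ± 0.15 (SD, n = 4) and in SAMP1-10wk 2.08 ± 0.39, a difference of -0.43 (adjusted p = 0.25 from limma). All 4 SAMP1-50wk kidneys lay below all 4 SAMP1-10wk kidneys (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 allow), but this depends on the scaling. With the 90th and 75th percentile over miRNAs detected on all arrays, quantile normalization and no scaling the difference was -0.29, -0.32, -0.92 and -0.00437 (exact permutation p = 0.114, 0.0286, 0.0571 and 1). Against SAMR1-50wk the difference was 1.03 (adjusted p = 0.0102) and against SAMR1-10wk 0.35 (adjusted p = 0.346).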
